# Functional evaluation of transposable elements as enhancers in mouse embryonic and trophoblast stem cells

**DOI:** 10.7554/eLife.44344

**Published:** 2019-04-23

**Authors:** Christopher D Todd, Özgen Deniz, Darren Taylor, Miguel R Branco

**Keywords:** transposable elements, enhancers, embryonic stem cells, trophoblast stem cells, Mouse

## Abstract

Transposable elements (TEs) are thought to have helped establish gene regulatory networks. Both the embryonic and extraembryonic lineages of the early mouse embryo have seemingly co-opted TEs as enhancers, but there is little evidence that they play significant roles in gene regulation. Here we tested a set of long terminal repeat TE families for roles as enhancers in mouse embryonic and trophoblast stem cells. Epigenomic and transcriptomic data suggested that a large number of TEs helped to establish tissue-specific gene expression programmes. Genetic editing of individual TEs confirmed a subset of these regulatory relationships. However, a wider survey via CRISPR interference of RLTR13D6 elements in embryonic stem cells revealed that only a minority play significant roles in gene regulation. Our results suggest that a subset of TEs are important for gene regulation in early mouse development, and highlight the importance of functional experiments when evaluating gene regulatory roles of TEs.

## eLife digest

Much of what is known about genetics has come from studying only a tiny fraction of the genome’s sequence, the part that primarily codes for proteins. But the genome has many other features outside these regions, some of which play an important biological role. Transposable elements – repetitive sequences that are present in many species – make up around half of the mouse genome. They are ‘selfish’ elements, in that the spread of them within the genome does not necessarily benefit the host organism. But sometimes transposable elements can be ‘domesticated’, and used to the host’s advantage. For example, transposable elements can generate new genes. In other cases, their non-coding sequences can regulate the activity of other nearby genes or even those elsewhere in the genome.

It remains unclear to what extent transposable elements have shaped genome regulation throughout evolution. One idea is that the spread of transposable elements can help to establish large regulatory networks – whereby many genes are collectively regulated to produce a specific output. But it has not been fully explored how effective transposable elements are at regulating gene expression. Now, Todd et al. investigate whether particular transposable elements, that are suspected to boost the activity of other genes, are essential for normal gene expression in early mouse development.

Todd et al. genetically edited stem cells from the inner and outer layer of the early mouse embryo to find transposable elements that promote gene expression. Whilst some transposable elements were found to be important for gene regulation, not all of the candidates tested were needed to maintain expression levels. To widen the search, several transposable elements were turned off simultaneously by compacting specific stretches of DNA so that they could no longer be activated. When 34 transposable elements were inactivated at once, it emerged that only three transposable elements had a significant impact on gene expression. These findings suggest that whether or not a given transposable element regulates gene expression cannot be predicted solely from profiling the structure and sequence of the genome. This highlights why it is important to interrogate the effect transposable elements have ona gene's role within a cell.

Transposable elements are largely disregarded in genomics due to technical difficulties in analysing these repetitive stretches of DNA. But characteristic variations within a population may in part be driven by differences in these parts of the genome, which may also be implicated in diseases such as cancer. Identifying which transposable elements are important for driving gene expression, and linking their actions to specific traits could aid the discovery of important genetic variants.

## Introduction

Our knowledge of the tissue-specific regulatory landscape of genomes has vastly increased over the last 10 years, thanks in part to large efforts from consortia such as ENCODE and NIH Roadmap (ENCODE Project Consortium, 2012; Kundaje et al., 2015). But whilst such mapping efforts have been instrumental in categorising the non-coding genome into different types of biochemical activity, our understanding of the associated functional roles remains limited. One of the grand challenges of the post-ENCODE era has been to ascribe regulatory function to the biochemically active non-coding portion of genomes.

This question is particularly pertinent to transposable elements (TEs) (Elliott et al., 2014; Doolittle and Brunet, 2017), which often display marks of regulatory activity in a species-specific manner (Jacques et al., 2013; Carninci, 2014). On one hand, successful TEs are expected to display such active profiles, which serve the selfish interests of TEs but may act neutrally with respect to host fitness. On the other, TEs can be co-opted (or exapted) by the host to serve gene regulatory roles, such as alternative promoters or enhancers (Chuong et al., 2017). The distinction between these two scenarios relies on approaches that query the causal links between TEs, gene expression and phenotype.

Primarily based on epigenomic data, evidence to date suggests that particular TE families have contributed to the evolution of tissue-specific gene regulatory networks in contexts such as early development (Kunarso et al., 2010), placentation (Chuong et al., 2013), pregnancy (Lynch et al., 2011) and innate immunity (Chuong et al., 2016), amongst others. Transcription factor (TF) binding motifs hosted within the regulatory portion of TEs enable their expression in specific tissues (Sundaram et al., 2014; Sundaram et al., 2017), presumably in a manner that enables vertical inheritance of new TE insertions via the germline. In this respect, mammalian preimplantation development is a seemingly well exploited context for TE expansion, driving genetic conflicts with the host, as well as creating opportunities for TE exaptation (Rodriguez-Terrones and Torres-Padilla, 2018). In the mouse, TE-derived regulatory activity has been implicated at multiple stages of preimplantation development. Namely, MERVL elements become highly activated upon zygotic genome activation and are thought to play a role in the establishment of the 2-cell stage expression programme (Macfarlan et al., 2012). Transition from the 2-cell stage and development progression to the blastocyst stage appear to depend on LINE-1 expression (Jachowicz et al., 2017; Percharde et al., 2018). Finally, work from embryonic and trophoblast stem cells (ESCs and TSCs, respectively), suggests a divergence in TE regulatory activity that is concomitant with the separation of the embryonic and extraembryonic lineages at the blastocyst stage (Kunarso et al., 2010; Chuong et al., 2013). In ESCs, TE families such as RLTR13D6 bind key ESC TFs (e.g., OCT4, NANOG), whereas a distinct subset (e.g., RLTR13D5) bind factors essential for the maintenance of the TSC state (CDX2, ELF5, EOMES). These elements are enriched for histone marks that are characteristic of distal enhancers and lie near genes that are expressed in the lineages where they are active (Kunarso et al., 2010; Chuong et al., 2013). TE enhancer activity depends on the cooperative action of multiple TFs, whose binding motifs appear to have been already present in the corresponding ancestral TE insertions (Sundaram et al., 2017). However, it remains unclear to what extent such lineage-specific TEs are important for maintaining gene expression programmes during preimplantation development.

Here we have tested the gene regulatory function of specific TE families in ESCs and TSCs using genetic and epigenetic editing approaches, and compared them with predictions from extensive analyses of epigenomic and transcriptomic data. We identify a number of TEs that are important to drive expression of lineage-specific genes. However, our data suggest that these constitute a minority of all the putative TE-derived enhancers identified through bioinformatic analyses, highlighting the importance of functional tests when assessing the contribution of TEs to gene regulatory networks.

## Results

### TE-derived enhancers in ESCs and TSCs are highly tissue-specific

To identify TEs with putative regulatory potential in embryonic and extraembryonic lineages of the blastocyst (Figure 1A), we focused on a set of TE families that were previously shown to be highly enriched for binding of key TFs in ESCs (RLTR9, RLTR13D6) (Kunarso et al., 2010) or TSCs (RLTR13B, RLTR13D5) (Chuong et al., 2013). These long terminal repeat (LTR) families entered the Muridae lineage within the last ~12.5 million years (Thybert et al., 2018), with copy numbers for each subfamily ranging from 35 (RLTR9A4) to 1302 (RLTR9E), according to the Repeatmasker annotation (Figure 1—figure supplement 1A,B). The majority of these elements are found as solo LTRs, as judged by the genomic distance, length and arrangement of consecutive LTRs (Figure 1—figure supplement 1C). Nonetheless, we identified some putative proviral elements, mainly associated with RLTR9 subfamilies (Figure 1—figure supplement 1C). These include MMERVK9C elements (bearing RLTR9C LTRs) and MMERVK9E elements (RLTR9E LTRs). For this study we considered all LTR copies, irrespective of their genomic arrangement.

**Figure 1.**
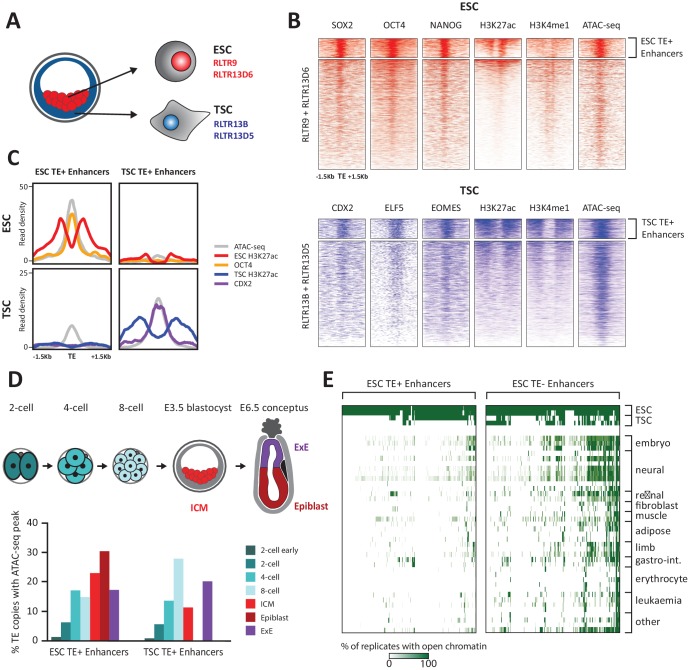
TE+ enhancers are highly tissue-specific. (**A**) We focused on specific TE families that were previously associated with enhancer activity in ESCs and TSCs. (**B**) ChIP-seq and ATAC-seq profiles show how the selected ESC and TSC TE+ enhancers are highly enriched for cell-specific TFs, enhancer-associated chromatin marks, and open chromatin. (**C**) Comparison of average TE+ enhancer ChIP-seq and ATAC-seq profiles between ESCs and TSCs demonstrate that enhancer-like profiles are cell-specific with respect to each group of enhancer families. (**D**) Analysis of ATAC-seq data from pre- and post-implantation embryos, displaying the percentage of ESC and TSC TE+ enhancers with open chromatin in each stage/tissue. (**E**) Analysis of ENCODE DNase-seq data from multiple tissues, displaying overlaps of open chromatin regions with TE+ and TE- enhancers in ESCs. For each TE, the colour intensity is proportional to the percentage of replicates of the same tissue that overlapped an open chromatin region.

**Figure 1—figure supplement 1.**
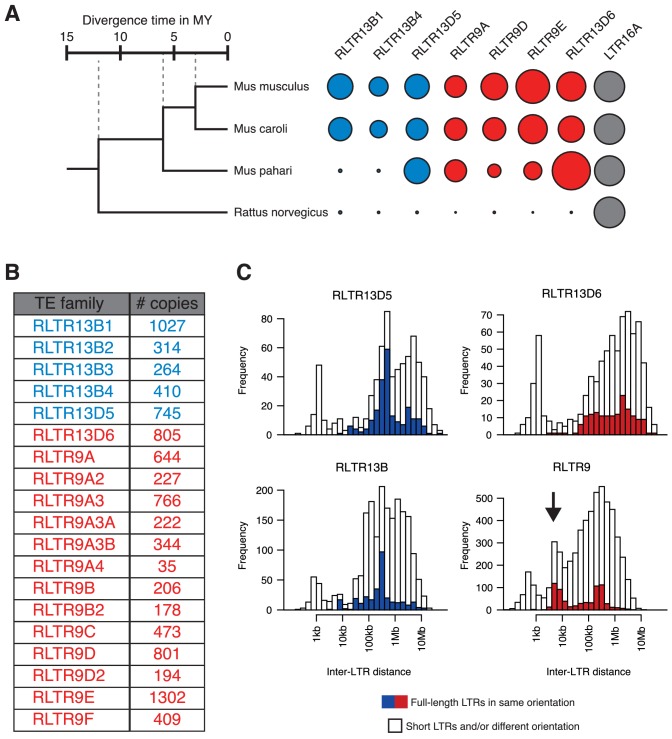
Genomic characteristics of selected TE families. (**A**) Relative abundance of a subset of the TE families considered in this study across different rodent species, providing an indication of their age. Data were extracted from published Repeatmasker analyses (Thybert et al., 2018). (**B**) Copy numbers of all TE families considered, as per the Repeatmasker annotation of the mm10 genome build. (**C**) Identification of putative proviral elements by assessing the distance between consecutive LTRs of the same family, their length, and their relative arrangement. Putative proviral elements (indicated by the arrow in the RLTR9 group) contain a pair of full-length LTRs (>95% of median length) in the same orientation and lying 5–10 kb apart.

**Figure 1—figure supplement 2.**
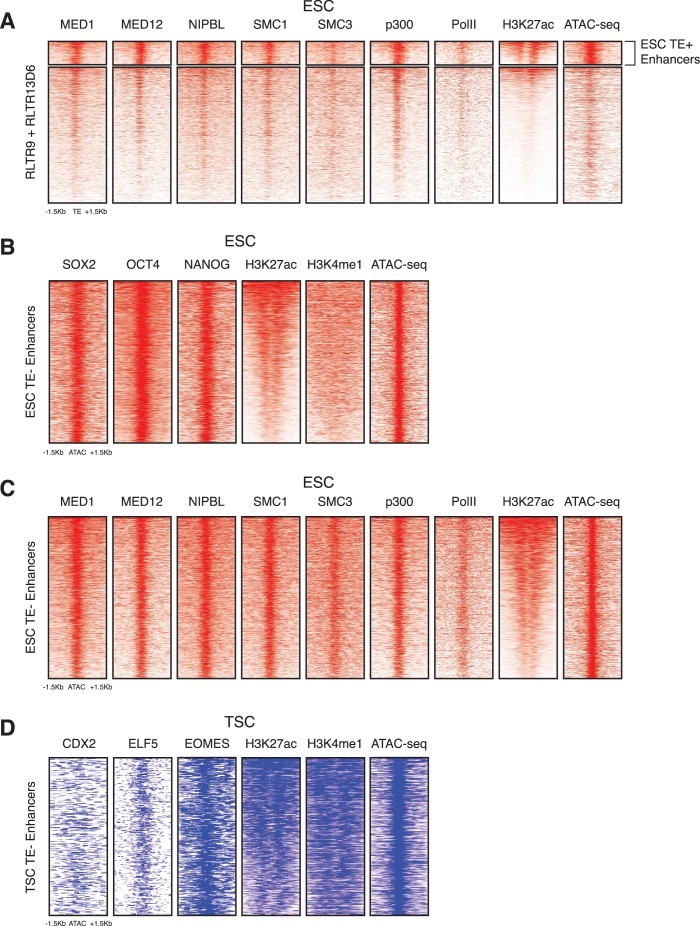
Additional chromatin profiles of TEs and enhancers. (**A**) RLTR13D6 and RLTR9 ChIP-seq profiles for Mediator and cohesin complex components, p300 and RNA polymerase II, which are commonly associated with active enhancers. (**B**) ChIP-seq and ATAC-seq profiles of ESC TE- enhancers, using the same data as in Figure 1B. (**C**) Additional ChIP-seq profiles of TE- enhancers, using the same data as in panel A. (**D**) ChIP-seq and ATAC-seq profiles of TSC TE- enhancers, using the same data as in Figure 1B.

**Figure 1—figure supplement 3.**
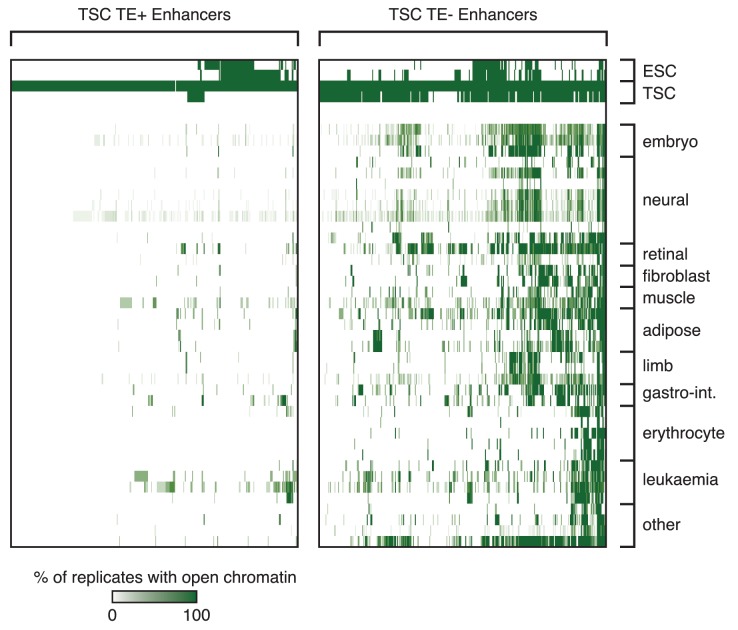
Tissue specificity of TSC TE+ enhancers. Analysis of ENCODE DNase-seq data from multiple tissues, displaying overlaps of open chromatin regions with TE+ and TE- enhancers in TSCs. For each TE, the colour intensity is proportional to the percentage of replicates of the same tissue that overlapped an open chromatin region.

Using uniquely aligned reads from publicly available sequencing data (Supplementary file 1), we selected TEs bearing the hallmarks of enhancer elements, namely open chromatin status (from ATAC-seq data), binding of at least one of three key TFs (NANOG, OCT4 or SOX2 in ESCs; ELF5, EOMES or CDX2 in TSCs) and enrichment for H3K27ac. To stringently rule out gene promoters we excluded TEs enriched for H3K4me3 and/or lying within 500 bp of known mRNA transcriptional start sites. These putative ‘TE+ enhancers’ also displayed H3K4me1 marking (Figure 1B) and were bound by multiple proteins normally associated with enhancer activity, such as p300 and the Mediator and cohesin complexes (Figure 1—figure supplement 2A). This stringent selection led to the identification of 634 TE+ enhancers in ESCs and 358 in TSCs, which represent respectively 9.6% and 13% of all the TE copies in the families considered. To estimate how many TE+ enhancers are potentially missed due to reduced read mappability, we simulated sequencing reads that produced ChIP-seq peaks at every TE of interest. After remapping, peak detection failed for 597 RLTR13D6/RLTR9 elements and 915 RLTR13D5/RLTR13B elements, raising the possibility that an additional substantial fraction of TEs from these families could harbour enhancer marks.

As expected, RLTR13D6/RLTR9 elements only displayed enhancer-like profiles in ESCs and not in TSCs, whereas the reverse was true for RLTR13D5/RLTR13B elements (Figure 1C). To confirm that TE+ enhancers display a similar lineage asymmetry in vivo and assess the timing of enhancer activation, we analysed two ATAC-seq datasets from pre- and post-implantation embryos (Wu et al., 2016; Smith et al., 2017). We found that 49% and 56% of the identified TE+ enhancers (in TSCs and ESCs, respectively) display open chromatin in vivo at some point in early development, with a subset being already active in preimplantation embryos (Figure 1D). Both ESC and TSC TE+ enhancers show some asymmetry with respect to their chromatin status in the respective post-implantation lineages (epiblast and extraembryonic ectoderm), but the tissue specificity is more pronounced for TSC TE+ enhancers (Figure 1D).

Following from the above observations and previous findings (Jacques et al., 2013), we asked more widely whether TE+ enhancers displayed tissue-specific open chromatin. For comparison, we also generated a list of ‘TE- enhancers’ with the same characteristics as TE+ enhancers (Figure 1—figure supplement 2B–D) but that did not overlap any repetitive elements within the Repeatmasker annotation (yielding 1988 elements in ESCs and 319 in TSCs). Strikingly, whilst a substantial proportion of ESC TE- enhancers displayed open chromatin in multiple tissues, TE+ enhancer activity was far more restricted to ESCs (Figure 1E). Similar results were obtained for TSC enhancers (Figure 1—figure supplement 3), in line with previous work (Chuong et al., 2013). These results suggest that TE+ enhancers are particularly optimised for activity within their respective early embryonic tissues, possibly through the synergistic action of multiple TF binding events (Sundaram et al., 2017). Co-option of TE+ enhancers may therefore particularly benefit genes that require highly tissue-specific expression.

### TE enhancer activity cannot be faithfully predicted from TF binding motifs

Despite their sequence similarity, only a relatively small fraction of TEs from any given family bear enhancer-like profiles. It was previously suggested that TE enhancer activity in the ESC and TSC contexts is determined by the presence of key TF binding motifs, which have otherwise been mutated in inactive TEs (Chuong et al., 2013; Sundaram et al., 2017). However, it remains unclear whether such motifs are fully determinant of TE enhancer activity. We therefore performed TF motif analyses of TE+ enhancer sequences. For comparison, we identified TEs from the same families with high read mappability but that did not display enhancer marks, henceforth termed ‘non-enhancer TEs’ (Figure 2—figure supplement 1A). TE+ enhancers are on average longer than non-enhancer TEs, as expected if deletions remove key TF binding sites (Figure 2A,B; Figure 2—figure supplement 1B). Nevertheless, there are many non-enhancer TEs that are full-length LTRs, prompting the question of what are the sequence determinants of enhancer activity. Focusing on long LTR elements (>60% of maximum length for each family), we found enrichment of several motifs at TE+ enhancers (versus non-enhancer TEs). However, no single motif was predictive of enhancer-like profiles (Figure 2A,B; Figure 2—figure supplement 1B). For example, whilst SOX2 binding motifs were present in nearly all (81–91%) RLTR13D6 and RLTR9E TE+ enhancers, a high proportion (48–58%) of non-enhancer TEs also contained this motif. Notably, motifs for other TFs (ESRRB, KLF4) that have been shown to cooperate with SOX2 for RLTR9E enhancer activity (Sundaram et al., 2017) were present in similar abundance at both enhancer and non-enhancer TEs (Figure 2A). The co-occurrence of multiple TF motifs in the same element was also insufficient to fully predict enhancer-like profiles. For example, elements containing OCT4, SOX2 and NANOG motifs accounted for 65% of TE+ enhancers and 21% of non-enhancer TEs in the RLTR13D6 family (Figure 2B), and few RLTR13D5 elements contained all three EOMES, ELF5 and CDX2 motifs (Figure 2—figure supplement 1B).

**Figure 2.**
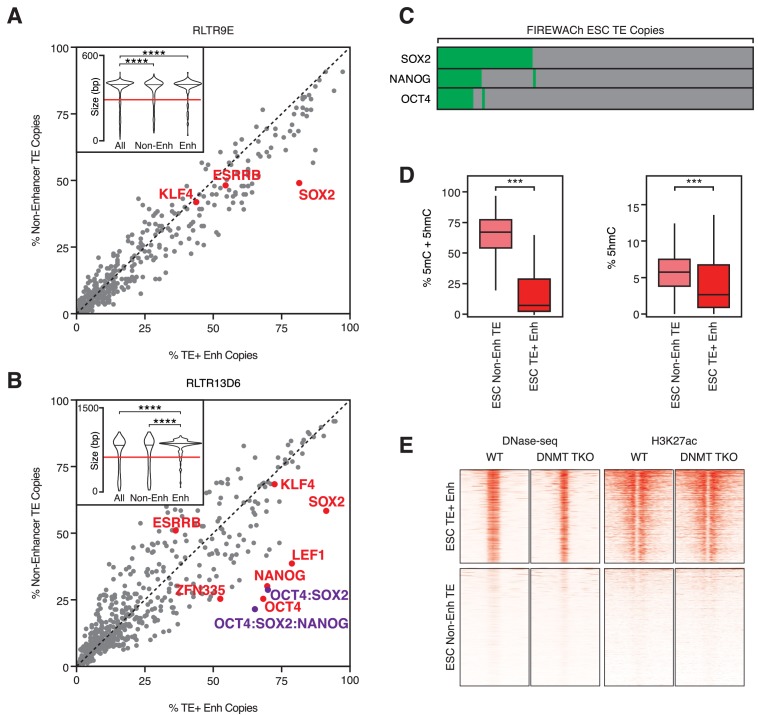
TF motifs do not predict TE enhancer potential. (**A,B**) Abundance of TF motifs at TE+ enhancers and non-enhancer TEs from RLTR9E (**A**) and RLTR13D6 (**B**) families. Purple data points refer to the co-occurrence of multiple TF motifs in the same element. Inset: length distribution of elements in each category (****p<0.0001, Kolmogorov-Smirnov test); only elements longer than 60% of the maximum length (red line) were used for motif analysis. (**C**) A minority of TE copies with enhancer activity in a reporter-based assay (FIREWACh) harbour SOX2, NANOG or OCT4 motifs, as indicated in green. (**D**) Analysis of BS-seq and TAB-seq data shows that non-enhancer TEs display higher levels of DNA methylation than TE+ enhancers and only moderately higher levels of hydroxymethylation (***p<1E-10, Wilcoxon test). (**E**) DNase-seq and H3K27ac ChIP-seq profiles of TE+ enhancers and non-enhancer TEs in wildtype and *Dnmt* TKO ESCs, showing similar profiles between both cell lines.

**Figure 2—figure supplement 1.**
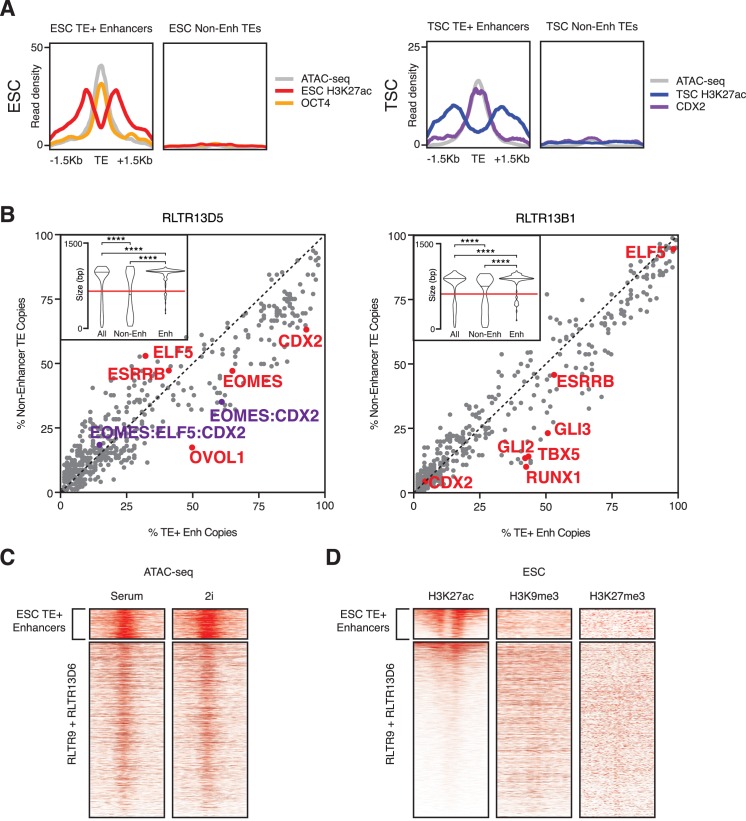
Additional comparisons between TE+ enhancers and non-enhancer TEs. (**A**) Average ChIP-seq and ATAC-seq profiles of selected non-enhancer TEs, compared with TE+ enhancers of the same families. (**B**) Abundance of TF motifs at TSC TE+ enhancers and non-enhancer TEs from RLTR13D5 and RLTR13B1 subfamilies. Purple data points refer to the co-occurrence of multiple TF motifs in the same element. Inset: length distribution of elements in each category (****p<0.0001, Kolmogorov-Smirnov test); only elements longer than 60% of the maximum length (red line) were used for motif analysis. (**C**) ATAC-seq profiles of RLTR13D6 and RLTR9 elements in serum- or 2i-grown ESCs, showing similar profiles between both cell culture conditions. (**D**) ChIP-seq profiles of RLTR13D6 and RLTR9 elements for H3K9me3 and H3K27me3, suggesting that non-enhancer TEs are not repressed by these marks.

We then asked whether TF binding motifs predicted plasmid-based enhancer activity better than they predict enhancer-like chromatin profiles. Using data from a high-throughput reporter assay in ESCs (Murtha et al., 2014), we found that SOX2, OCT4 and NANOG binding motifs were present in only 12–30% of TEs with plasmid-based enhancer activity (Figure 2C). This suggests that simple sequence features, such as the motifs considered here, are poor predictors of TE enhancer activity, which is in line with recent findings in human ESC enhancers (Barakat et al., 2018).

Notably, 64% of RLTR13D6/RLTR9 copies with enhancer activity in the reporter assay did not display an enhancer-like chromatin profile. We therefore asked whether TF binding and chromatin opening at non-enhancer TEs was repressed by chromatin features. As we previously described (de la Rica et al., 2016), non-enhancer TEs display higher levels of DNA methylation than TE+ enhancers (Figure 2D). However, removal of DNA methylation did not lead to increased enhancer activity at non-enhancer TEs, as judged from ATAC-seq and ChIP-seq data from ESCs lacking DNA methylation (triple knockout of *Dnmt1/3a/3b*; Figure 2E) (Domcke et al., 2015). Similar results were obtained with data from hypomethylated naïve ESCs (Figure 2—figure supplement 1C) (Kim et al., 2018). Additionally, we found no evidence of other chromatin marks that could be maintaining TE enhancer activity repressed (Figure 2—figure supplement 1D).

All together, these data show that TE enhancer capacity appears to behave non-deterministically with respect to TF motifs or repressive chromatin marks. Therefore, whilst chromatin profiling and reporter assays are useful probabilistic indicators of potential enhancer activity, the regulatory action of TEs has to ultimately be tested through molecular manipulations in their genomic environment.

### TE-derived enhancers interact with lineage-specific genes

To establish correlations between TE+ enhancer activity and gene expression, studies to date have largely relied on the linear proximity between TEs and genes. This disregards 3D genome conformation, which enables long-range interactions and is not restricted to one-to-one relationships between TEs and genes. We therefore coupled TE+ enhancers to genes they putatively regulate based on promoter capture Hi-C (PCHi-C) data that we recently generated in ESCs and TSCs (Schoenfelder et al., 2018). Only 34–44% of TE+ enhancers interacted with at least one gene promoter, which was nonetheless higher than the proportion of non-enhancer TEs with gene promoter interactions (21–28%, Figure 3—figure supplement 1A). In contrast, a high proportion of TE- enhancers (65–70%) interacted with gene promoters. The contrast between TE+ and TE- enhancers could be explained by the fact that the latter are preferentially positioned within gene-rich, active regions (known as the ‘A’ spatial compartment), whereas TE+ enhancers tend to be located within gene-poor, inactive regions (‘B’ compartment; Figure 3—figure supplement 1B). Accordingly, TE+ enhancers and TE- enhancers interact with largely non-overlapping groups of genes (Figure 3—figure supplement 1C).

To analyse correlations between enhancers and gene expression, we only considered genes that interact exclusively with TE+ or TE- enhancers (Figure 3A). For both ESCs and TSCs, we found that TE+ enhancers interacted with genes that displayed higher expression levels when compared to the genome-wide average or to genes interacting with non-enhancer TEs (Figure 3B). Given the tight tissue specificity of TE+ enhancer profiles that we described above (Figure 1E; Figure 1—figure supplement 3), we asked whether genes interacting with TE+ enhancers displayed lineage-specific expression. We first compared their expression in ESCs and TSCs and found a bias towards the cell type where the interacting TEs display enhancer profiles (Figure 3C). In contrast, the expression of genes interacting with TE- enhancers was on average similar between the two cell lineages. To test for tissue specificity more generally, we analysed gene expression levels across a wide array of tissues using data from the ENCODE project. Strikingly, genes interacting with TE+ enhancers were, on average, almost exclusively expressed in ESCs or TSCs, whereas those interacting with TE- enhancers displayed high expression across a broad range of tissues (Figure 3D). A similar pattern was observed when analysing gene expression at early stages of ESC or TSC differentiation (Figure 3—figure supplement 2). These data are in line with the chromatin accessibility data and suggest that TE+ enhancers may be used to support lineage-specific expression of a subset of genes in early development. However, it is also possible for the correlations observed here to emerge in the absence of causal links between TEs and gene expression.

**Figure 3.**
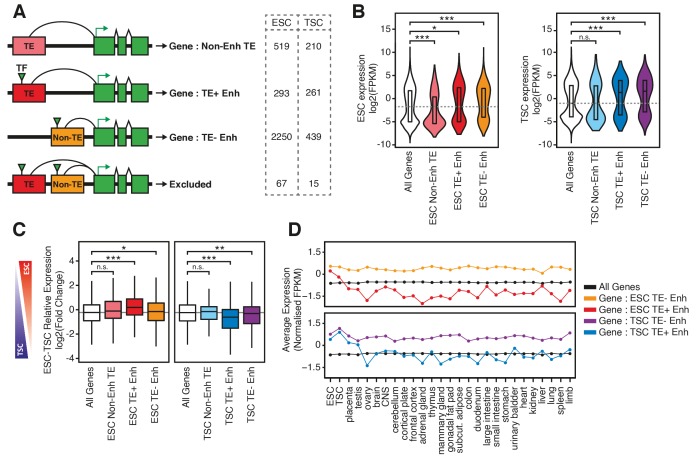
TE+ enhancers interact with tissue-specific genes. (**A**) Different types of elements were linked with genes and their expression levels based on PCHi-C data. Genes interacting with both TE+ and TE- enhancers were not considered. Numbers of gene promoters in each group are shown. (**B**) ESC and TSC expression levels for genes interacting with each of the groups indicated in A, and compared with the full distribution of expression levels (*p<0.05, ***p<0.001, ANOVA with Holm-Sidak’s post-hoc test). (**C**) Relative expression levels (ESC/TSC ratio) for genes expressed in at least one of the two cell types (*p<0.05, **p<0.01, ***p<0.001, ANOVA with Holm-Sidak’s test). (**D**) Average expression levels of ENCODE RNA-seq datasets from multiple tissues, compared with data from ESCs and TSCs. Data were normalised through distribution matching.

**Figure 3—figure supplement 1.**
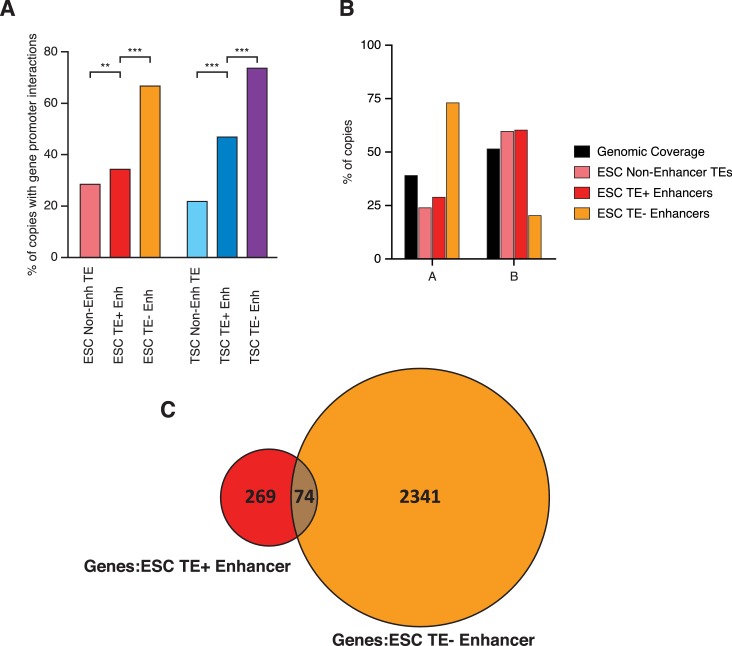
Spatial arrangement of TEs and enhancers. (**A**) Proportion of elements interacting with at least one gene promoter in PCHi-C data from ESCs or TSCs (**p<0.01, ***p<0.001, proportions test with Benjamini-Hochberg correction). (**B**) Proportion of elements within A (gene-rich, active) or B (gene-poor, inactive) spatial compartments, with the overall genomic coverage of each compartment shown for comparison. ESC compartment data are from Bonev et al. (2017). (**C**) Venn diagram of genes contacted by TE+ or TE- enhancers in ESCs, showing only a small overlap between the two. Genes in common between the two groups were not considered for downstream analyses.

**Figure 3—figure supplement 2.**
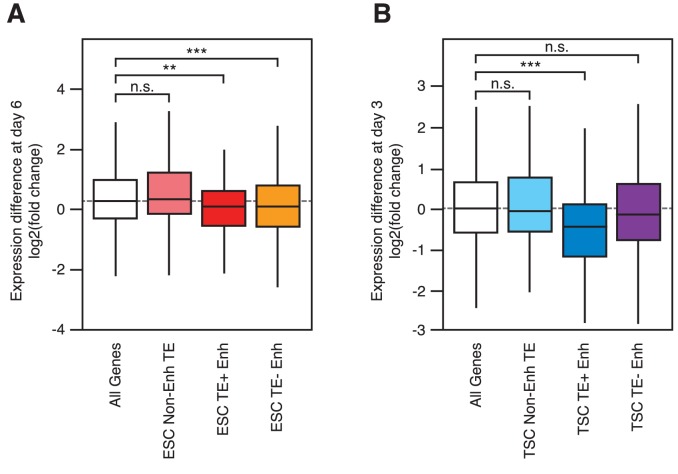
Gene expression changes during early differentiation. RNA-seq data from differentiating ESCs (**A**) and TSCs (**B**), showing fold change in expression of genes interacting with each of the groups indicated in Figure 3A (**p<0.01, ***p<0.001, ANOVA with Holm-Sidak’s test).

### Genetic editing identifies functional TE-derived enhancers

To directly test for a functional role of TE+ enhancers in gene regulation, we performed CRISPR-mediated genetic excision of selected TEs. Based on the bioinformatic analyses above, we chose a set of 4 TEs in ESCs and 2 TEs in TSCs that display strong evidence of enhancer activity (Figure 4A,B; Figure 4—figure supplement 1). Most genes targeted by these TE+ enhancers, as predicted from PCHi-C data, had skewed expression towards ESCs or TSCs (Figure 4D). We also selected an element interacting with *Smarcad1*, a gene involved in pluripotency maintenance (Hong et al., 2009), and one element that was previously shown to regulate *Akap12* in ESCs (Sundaram et al., 2017). After genetically excising TE+ enhancers using pairs of sgRNAs (Figure 4C) in multiple clones, we measured the effects on the expression of target genes. In TSCs, both TEs tested were found to be key regulators of their predicted target genes, *Map3k8* and *Scarf2*, as homozygous null clones displayed ~4-fold reduction in expression (Figure 4E,F). In ESCs, however, only one of the tested TEs had a pronounced effect on the expression of its main target gene (Figure 4G–J). Excision of this particular RLTR13D6 element led to a dramatic ~8-fold reduction in *Tdrd12* expression, and also had minor effects on the expression of other nearby genes that interact with it (Figure 4G). Although the associated TE lies within the first intron of *Tdrd12*, we found no evidence that it acted as an alternative promoter in ESCs (Figure 4—figure supplement 2), supporting its role as an enhancer. Heterozygous deletion of the *Smarcad1*-interacting TE also led to a small but significant decrease in gene expression (Figure 4H). It remains unclear whether failure to isolate homozygous clones was due to a loss of ESC self-renewal caused by *Smarcad1* depletion (Hong et al., 2009). Excision of the remaining two TEs in ESCs had no effect on the expression of target genes (Figure 4I,J), including *Akap12*, suggesting that the previously reported regulatory role of this TE is cell line-dependent (Sundaram et al., 2017).

**Figure 4.**
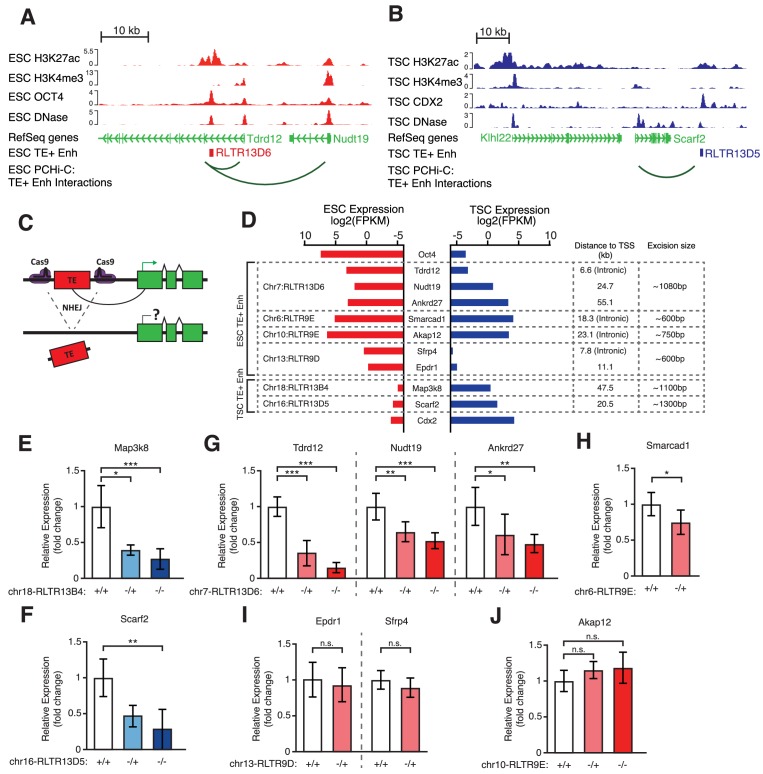
Genetic editing identifies regulatory TEs from candidate TE+ enhancers. (**A,B**) Genome browser snapshots showing examples of candidate TE+ enhancers in ESCs (**A**) or TSCs (**B**). ChIP-seq and DNase-seq tracks are displayed, as well as PCHi-C-identified interactions between gene promoters and the respective TE+ enhancer. (**C**) Schematic of the CRISPR strategy for genetically excising TE+ enhancers. (**D**) Expression values from RNA-seq data for the genes interacting with TE+ enhancers that were genetically excised. The expression levels for *Oct4* and *Cdx2* are also displayed as a comparison term. Additional details about the relative location of the TE and the size of the excision are displayed. (**E–J**) RT-qPCR data from TSC (**E–F**) or ESC (**G–J**) clones isolated from CRISPR experiments targeted to the indicated TE+ enhancers. Values are mean ± s.d. from the following number of independent clones: 3 +/+, 2 -/+, 8 -/- (**E**); 3 +/+, 3 -/+, 6 -/- (**F**); 3 +/+, 3 -/+, 4 -/- (**G**); 2 +/+, 2 -/+ (**H**); 2 +/+, 2 -/+ (**I**); 2 +/+, 2 -/+, 2 -/- (**J**). For H-J, where clone numbers are low, expression values from three different passage numbers were included for each clone. *p<0.05, **p<0.01, ***p<0.001, ANOVA with Tukey post-hoc test.

**Figure 4—figure supplement 1.**
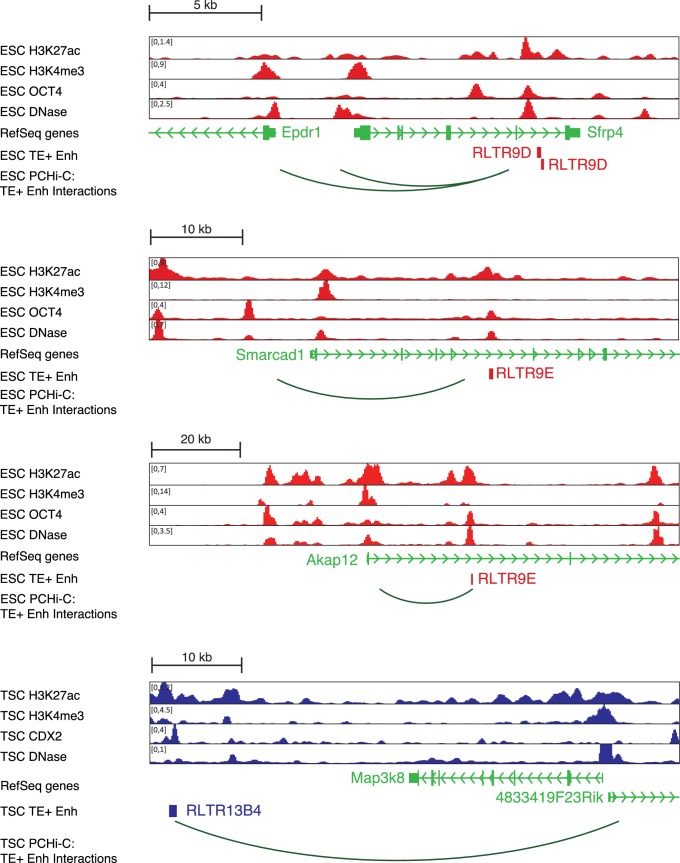
Additional profiles of candidate TE+ enhancers. Genome browser snapshots of TEs selected for genetic editing in ESCs or TSCs.

**Figure 4—figure supplement 2.**
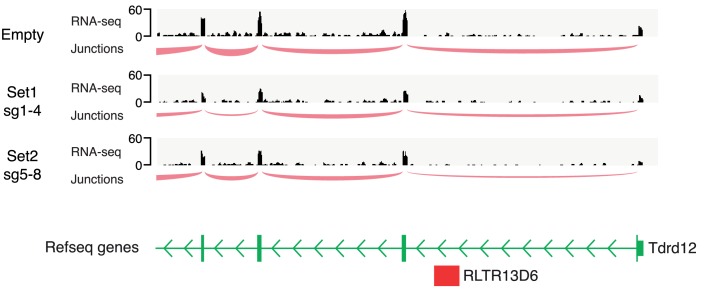
*Tdrd12* transcriptional profile. Genome browser snapshot of the *Tdrd12* gene displaying RNA-seq data from our CRISPRi experiments in ESCs. Read coverage and splice junction information provide no evidence for use of the intronic RLTR13D6 element as an alternative promoter.

**Figure 4—figure supplement 3.**
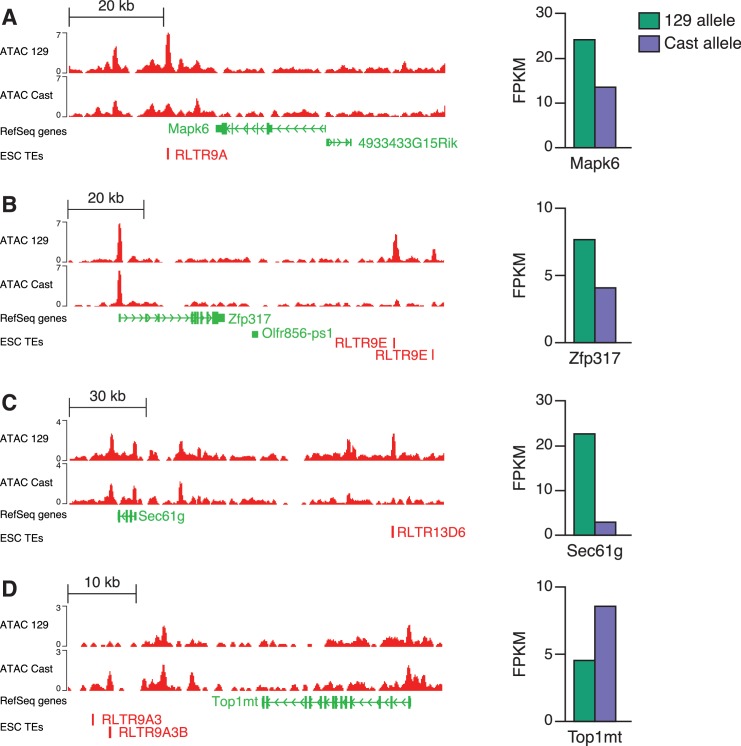
Identification of putative TE+ enhancers based on allele-specific data. ATAC-seq data (left) from a 129 x Cast ESC line shows examples of RLTR13D6 or RLTR9 elements with allele-specific chromatin accessibility in either the 129 (**A–C**) or Cast (**D**) allele. Allele-specific RNA-seq data from the same cell line (right) suggest a association between chromatin accessibility and expression of nearby genes for these examples.

In addition to genetic editing experiments, we also analysed data from an ESC line of a hybrid 129 × Cast background, which displays substantial sequence variation between alleles. Using ATAC-seq data from this line (Giorgetti et al., 2016), we first identified 98 TEs with biased chromatin accessibility signal across the two genetic backgrounds, suggestive of allele-specific enhancer activity. This included five elements that were polymorphic between 129 and Cast (according to structural variation data from the Mouse Genomes Project), as well as elements present in both species but bearing sequence variation. We then analysed RNA-seq data from the same cell line (Gendrel et al., 2014) to test for effects on allelic gene expression. However, out of 52 genes within 100 kb of a TE-derived allele-specific enhancer, only four displayed a > 1.5 fold difference in expression between alleles (Figure 4—figure supplement 3).

Through these genetic approaches we have identified a small set of TEs that play a functional role in the regulation of gene expression in ESCs or TSCs. Yet other TEs play only minor, redundant or no role in gene regulation, despite strong correlative evidence at the level of chromatin composition and conformation.

### Pan inactivation of RLTR13D6 elements in ESCs reveals minor contribution to gene regulation

To test in a single experiment the regulatory roles of multiple TE+ enhancers in ESCs we performed CRISPR interference (CRISPRi) targeted at RLTR13D6 elements. We designed two sets of 4 sgRNAs each, with distinct strategies in mind (Figure 5—figure supplement 1A): a) set 1 maximised the number of RLTR13D6 elements predicted to be targeted by at least one sgRNA (n = 420 elements with no mismatches, out of 805); b) set 2 maximised the number of sgRNAs targeted to each RLTR13D6 element, resulting in a smaller number of copies being targeted (n = 129). The only substantial predicted off-target effects were with TEs of related RLTR13 subfamilies (Figure 5—figure supplement 1B), which we took into account for downstream analyses. We then established ESC lines stably expressing a dCas9-KRAB fusion protein, followed by lentiviral transduction of either sgRNA set or an empty vector control. After selection of cells expressing both dCas9-KRAB and sgRNAs, we performed H3K27ac ChIP-seq and RNA-seq analyses 5–8 days post-infection. 

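The RNA-seq data came from 9 libraries of E14 ESCs expressing dCas9-KRAB, a nuclease-dead Cas9 fused to a repressor domain that silences chromatin at the sites an sgRNA leads it to. The 3 groups were cells with the empty vector, with sgRNA set 1 and with sgRNA set 2, and each held 3 libraries with the replicate numbers 1, 2 and 3. Each set was a pool of 4 sgRNAs, transduced cells were sorted 48 hours after infection, and RNA was collected on day 5 or day 8. Neither the sample labels nor the paper's text gives the day of each library or says whether a replicate number stands for a shared infection. The libraries were made from total RNA depleted of ribosomal RNA. The authors deposited 1 table of variance-stabilized values on the log2 scale for 25841 genes, of which 7385 were at the lowest value of 5.0 in every library. According to the labels, reads were trimmed with Trim Galore 0.4.5, aligned to mm10 with HISAT2 2.0.5 and processed with DESeq2, whereas the paper's methods name Tophat for the alignment.
The transformation was inverted, which gave whole counts per gene and library. Total counts were 9535028, 8447234 and 9554571 with the empty vector (median 9535028), 9191121, 9990956 and 9554690 in the libraries labelled set 1 (median 9554690), and 8707374, 10307601 and 9925391 in those labelled set 2 (median 9925391). The 10 most abundant genes held between 3.7 and 3.94% of the counts. Pou5f1, which encodes the pluripotency factor OCT4, differed from the empty vector by 0.18 (SE 0.15) on the log2 scale in the libraries labelled set 1 and by 0.19 (SE 0.15) in those labelled set 2, with adjusted p = 1 for each from limma. With the replicate number as a block the SE was 0.05 for each and adjusted p 0.226 and 0.234, and the level was above that of the empty vector of the same number in each of the 6 pairs, 1.05 to 1.18 times as high.
Each sgRNA set was compared with the empty vector by limma on the deposited log2 values of the 15788 genes whose mean was at least 0.25 above the lowest value, with an adjusted p under 0.05 as the threshold. The main design holds group means alone. Libraries with the same replicate number deviated together from their group means, so the fit with the replicate number as a block is given beside it wherever it changes a call. The first component, with 54.3% of the variance, set the libraries numbered 1 apart from the others. The second, with 25.1%, separated those numbered 2 from those numbered 3. The sets of libraries are named by their labels throughout, because values read from the figures, given with Spp1 below, argue against these being the figures' numbers. The sets of single sgRNAs are those of the paper's supplementary table.

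**Figure D1:**
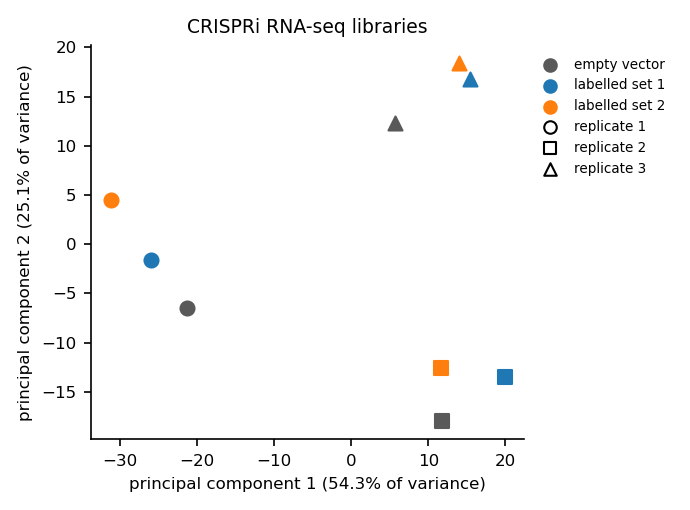
First and second principal components of the 9 CRISPRi libraries, with the percentage of variance of each on its axis. Colour gives the group and the shape of the point the replicate number, and points of the same number lie together (component 1 holds 54.3% and component 2 holds 25.1% of the variance).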

Although we failed to get adequate signal from a Cas9 ChIP-seq, analysis of published data from a CRISPRi experiment on human LTR5Hs elements (Fuentes et al., 2018) showed that the number of sgRNAs predicted to bind each element strongly correlates with Cas9 ChIP-seq signal (Figure 5—figure supplement 1C). As 97% of Cas9 binding events at LTR5Hs elements could be predicted in silico, we used sgRNA binding predictions as a surrogate measure for Cas9 binding.

Analysis of the H3K27ac ChIP-seq data revealed a reduction in H3K27ac signal at RLTR13D6 elements that were predicted to be targeted by each of the sgRNA sets, whereas H3K27ac levels at RLTR9 elements were unaffected (Figure 5A,B). Notably, elements targeted by multiple sgRNAs displayed a larger reduction in H3K27ac than those targeted by a single sgRNA (Figure 5A,B), in line with recent findings (Fuentes et al., 2018). For sgRNA set 1, CRISPRi resulted in a > 2 fold loss of H3K27ac signal at 30 (56%) RLTR13D6-targeted elements that overlapped a H3K27ac peak. A similar number was obtained for sgRNA set 2 (n = 25, 46%), with 34 elements being affected in total across the two sets (out of 76 H3K27ac-marked elements). We then asked how these changes affected gene expression. Strikingly, only three genes were significantly differentially expressed upon CRISPRi across both sets of sgRNAs: *Tdrd12*, *Spp1* and *Hook3* (Figure 5C,D). 

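Tdrd12, which encodes a Tudor-domain protein of the piRNA pathway that silences transposons in the germline, fell with both sgRNA sets. Its level was 515 ± 87.7 normalized counts (SD, n = 3) with the empty vector, 238 ± 90.8 (SD, n = 3) in the libraries labelled set 1 and 237 ± 97.2 (SD, n = 3) in those labelled set 2. Spp1, which encodes the secreted phosphoprotein osteopontin, fell in the libraries labelled set 2, from 3480 ± 749 (SD, n = 3) to 2280 ± 672 normalized counts (SD, n = 3), and was at 3620 ± 958 (SD, n = 3) in those labelled set 1. Hook3, which encodes a microtubule-binding adaptor for cargo transport, fell from 493 ± 73.9 (SD, n = 3) to 322 ± 54.8 (SD, n = 3) in the libraries labelled set 1 and to 366 ± 51.6 (SD, n = 3) in those labelled set 2. These directions hold for the libraries as labelled, and the calls are those of the fit with the replicate number as a block. The list of these 3 genes was chosen by the study on the same libraries, so their direction here is not independent evidence.
In that fit, 5 genes passed the threshold in the libraries labelled set 1 and 4 in those labelled set 2. The 5 were Tdrd12, Hook3, Tlr2, 3632451O06Rik (Armh4 in current annotation) and, higher than with the empty vector, the anion exchanger gene Slc4a2. The 4, all lower, were Tdrd12, Spp1, Tmem47 and Hook3. Without the block, limma called 0 genes in each comparison, with 95 genes at an unadjusted p under 0.05 for the label set 1 and 74 for the label set 2, and limma with voom on the recovered counts also called 0. The block lowered the median residual SD from 0.194 to 0.095.
The number of calls hung on single libraries. For the label set 1 it was 169 with library weights, 637 without empty vector replicate 1, 31 without set 1 replicate 1, 40 without set 2 replicate 3, and 3 without any of empty vector replicate 2, set 1 replicate 2 and set 1 replicate 3, while for the label set 2 it was 11 with library weights and 2 without any of empty vector replicate 2, the 3 set 1 libraries and set 2 replicates 1 and 2.
The paper states that differential expression was limited to these 3 genes (Fig. 5C,D) and, from its CRISPRi and excision results together, proposes that few RLTR13D6 elements have a major part in gene regulation in ESCs.

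**Figure D2:**
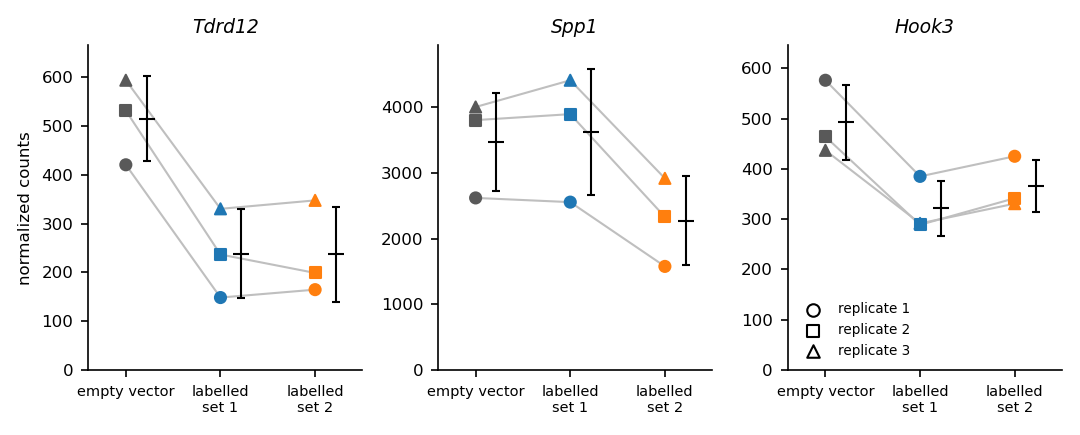
Normalized counts of Tdrd12, Spp1 and Hook3 in each library, by group as labelled. Symbols give the replicate number, grey lines join libraries of the same number, and the bars beside them give mean ± SD (n = 3). Tdrd12 and Hook3 are lower than the empty vector of the same number in all 6 sgRNA libraries, and Spp1 in the 3 labelled set 2.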

All three cases were associated with a RLTR13D6 element targeted by one or both of the sgRNA sets (Figure 5E–G). 

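On GRCm38, Tdrd12 lies on chromosome 7 from 35469098 to 35537745 on the minus strand, Spp1 on chromosome 5 from 104435118 to 104441050 on the plus strand, and Hook3 on chromosome 8 from 26021421 to 26119224 on the minus strand. The reference held transcript sequences but no genome sequence, so sgRNA sites could be placed only where an annotated transcript covers them. At Hook3 such a transcript exists: Gm45413, from 26062515 to 26066052, lies inside a Hook3 intron that is bounded by exons ending at 26061446 and beginning at 26066418. It holds exact matches next to an NGG motif for sgRNAs 3 and 4 of set 1 and for sgRNAs 5, 6, 7 and 8 of set 2. These set numbers are those of the paper's supplementary table and need not be those of the library labels. The matches of sgRNAs 3, 5, 6, 7 and 8 lie between 26064010 and 26064032, and that of sgRNA 4 from 26064358 to 26064377. All of them are 54.8 to 55.2 kb from the Hook3 start. SgRNA 3 of set 1 and sgRNA 7 of set 2 have the identical sequence, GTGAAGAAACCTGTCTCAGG, and sgRNA 8 is the reverse complement of sgRNA 5, as printed in the paper's supplementary table, and whether the guides used had these sequences is not known here.
Of the other genes whose start lies within 500 kb of these 3, 31 were tested and none passed the threshold with or without the block. The nearest to Tdrd12 was Nudt19, with a start 18.6 kb away, at a log2 difference of -0.31 (SE 0.07 with the block) in the libraries labelled set 1 and -0.29 (SE 0.07) in those labelled set 2. Rnf170, which starts 0.1 kb from Hook3 on the other strand, was at -0.21 (SE 0.08) and -0.22 (SE 0.08). Fnta, which encodes the alpha subunit of farnesyltransferase, was at -0.34 (SE 0.07) and -0.26 (SE 0.07). Pkd2, with a start 24.3 kb from that of Spp1, was at 0.20 (SE 0.10) and -0.09 (SE 0.10).

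**Figure D3:**
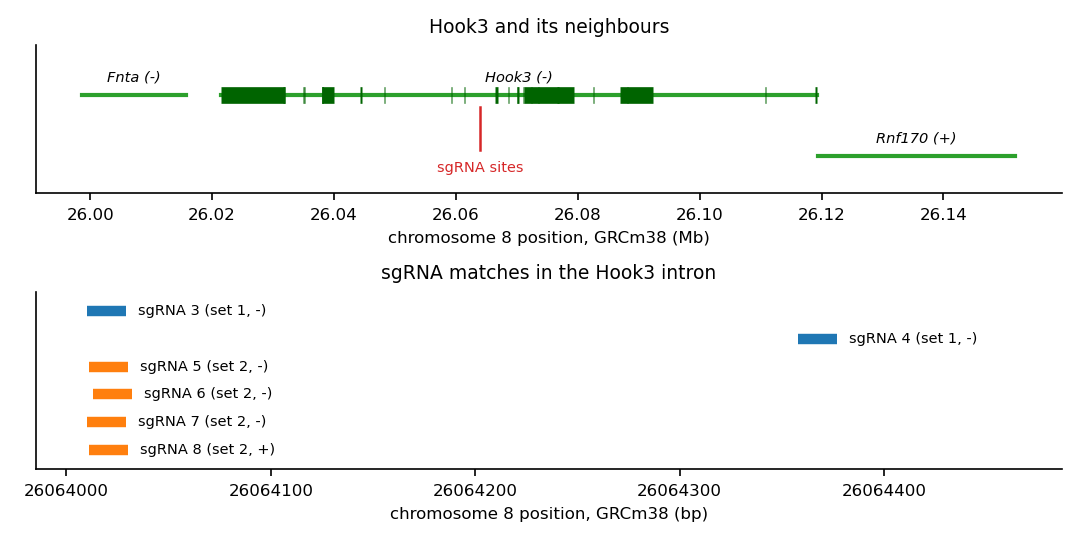
Map of the Hook3 locus on GRCm38, to scale. Above, positions in Mb of Hook3 with its annotated exons as boxes, of its neighbours Fnta and Rnf170, and of the sgRNA sites. Below, positions in bp of the exact sgRNA matches, with the set and strand of each, of which 5 lie between 26064010 and 26064032. Sets are numbered here as in the paper's supplementary table, not by library label.

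**Figure D4:**
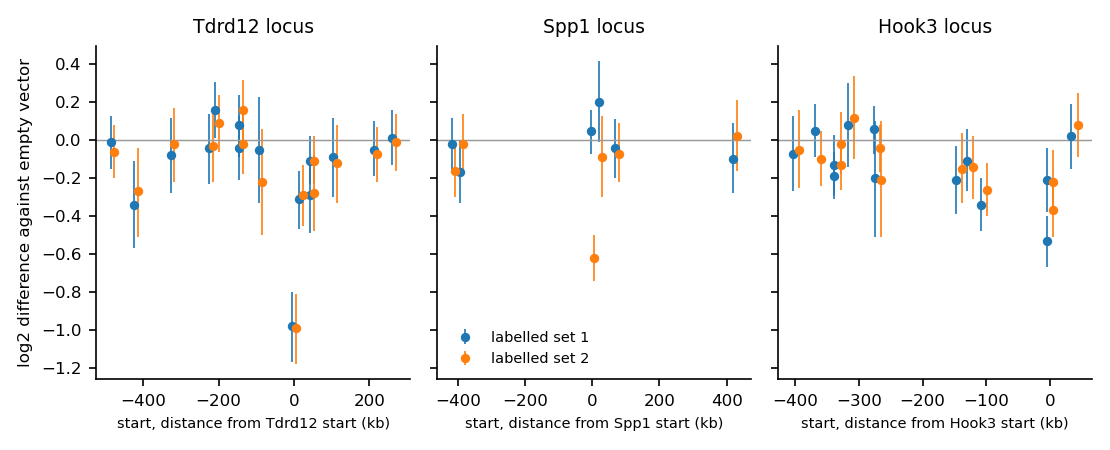
Log2 difference from the empty vector (vertical axis) against the distance in kb of each gene's start from the start of Tdrd12, Spp1 or Hook3 (horizontal axis), for tested genes within 500 kb. Points are shifted sideways by label, and bars are 95% confidence intervals from limma with the replicate number as a block. Tdrd12 at -0.98 and -0.99 is the lowest point.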

Most likely these elements act as distal enhancers given that they lay >6 kb away from the respective transcriptional start sites, whereas heterochromatin spreading as a result of CRISPRi tends to be limited to the open chromatin regions targeted by the sgRNAs (Thakore et al., 2015; Fuentes et al., 2018). 

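In the RNA-seq libraries, Tdrd12 had the lowest log2 difference from the empty vector of all 15788 genes tested, at rank 1 in the libraries labelled set 1 and at rank 1 in those labelled set 2. Its log2 difference was -0.98 (95% confidence interval -1.17 to -0.80 with the replicate block) and -0.99 (-1.18 to -0.81), respectively. In limma with the block, adjusted p was 1.1e-05 (4.1e-08 to 0.0378 over 11 other settings with the block) and 7.5e-06 (5.5e-08 to 0.0382), and in limma without it adjusted p was 1 for each (SE 0.26). Compared with the empty vector of the same number, the normalized count was 0.353, 0.446 and 0.556 times as high in replicates 1, 2 and 3 labelled set 1, and 0.392, 0.374 and 0.585 times as high in those labelled set 2, a mean 2.25-fold and 2.27-fold lower level. These values rest on 447 to 607 counts per library with the empty vector, on 153 to 327 in the libraries labelled set 1 and on 163 to 358 in those labelled set 2. The libraries of the sgRNA sets differed from each other by -0.01 (95% confidence interval -0.19 to 0.18).
Among the 27 tested genes of the germline and piRNA pathway listed before the data were examined, from which Tdrd12 was left out, 0 passed the threshold in limma with or without the block. Of the 27, 14 were below 0 for the label set 1 and 13 for the label set 2. Piwil1, a PIWI protein that binds piRNAs, was at -0.35 (SE 0.12 with the block) in the libraries labelled set 1 and 0.12 (SE 0.12) in those labelled set 2, and Tdrkh, another Tudor-domain protein of the pathway, at -0.33 (SE 0.11) and -0.05 (SE 0.11). Both were named for a small unadjusted p. Their levels were low, at 3.03 to 19.6 normalized counts per library for Piwil1 and 13.0 to 49.5 for Tdrkh.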

*Tdrd12* stood out as the most downregulated gene after CRISPRi with either sgRNA set, which together with results from genetic editing experiments above (Figure 4G) provide ample evidence that *Tdrd12* expression in ESCs critically depends on an intronic RLTR13D6 element. Silencing of this element did not cause any structural alterations of the *Tdrd12* transcript, supporting its role as an enhancer (Figure 4—figure supplement 2). 

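Hook3 had a log2 difference from the empty vector of -0.53 (95% confidence interval -0.67 to -0.40 with the replicate block) in the libraries labelled set 1 and of -0.37 (-0.51 to -0.24) in those labelled set 2. In normalized counts, as the geometric mean over pairs of libraries with the same number, it was 1.53-fold and 1.34-fold lower. Hook3 was lower in 6 of 6 comparisons with the empty vector of the same number, at 0.668, 0.622 and 0.668 times its count in replicates 1, 2 and 3 labelled set 1 and at 0.738, 0.736 and 0.757 times in those labelled set 2. By size, it ranked 10 from the lowest for the label set 1 and 15 for the label set 2. Adjusted p in limma with the block was 6.0e-04 for the label set 1 (3.8e-05 to 0.0378 over 11 other settings with the block) and 0.0475 for the label set 2 (0.0143 to 0.37), and 1 for each without the block. The call for the label set 2 was lost when any of the 9 libraries was left out, with adjusted p from 0.0646 to 0.401, and that for the label set 1 when every library numbered 2 was left out (adjusted p up to 0.153). The 2 labels differed from each other by 0.16 (adjusted p = 0.661 over all tested genes in limma with the block). At each replicate number the library labelled set 1 had the lower normalized count, so a small difference between the labels is not excluded.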

The effect of CRISPRi on *Hook3* expression was far more subtle, despite a pronounced loss of H3K27ac at the associated RLTR13D6 element (Figure 5G). 

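Spp1 was lower in each library labelled set 2 than in the empty vector library of the same number, at 0.602, 0.613 and 0.729 times its normalized count in replicates 1, 2 and 3, a mean 1.55-fold lower level. The log2 difference was -0.62 (95% confidence interval -0.74 to -0.50 with the replicate block), with adjusted p = 7.5e-06 in limma with the block (5.9e-08 to 0.0382 over 11 other settings with the block) and 1 without it (SE 0.26). Among the genes tested it ranked 2 from the lowest for this label, after Tdrd12. In the libraries labelled set 1 the counts were 0.976, 1.02 and 1.10 times those with the empty vector, and the log2 difference was 0.05. Its 95% confidence interval with the block was -0.07 to 0.16. Without the block the SE was 0.26, so a fall below -0.07 is excluded only in the fit with the block. The test of the labels against each other gave -0.66 (95% confidence interval -0.78 to -0.54), with adjusted p = 4.4e-06 in limma with the block and 1 without it. Over 11 other settings with the block this adjusted p ran from 4.5e-09 to 0.0611, the last of these without a trend in the prior variance. The set numbers here are those of the labels, and 12 values read from the paper's figures argue against these being the figures' numbers. Their mean absolute distance was 0.006 to the log2 differences of the other set number and 0.103 to those of the same number. Of the readings, 8 were nearer the other number, 1 nearer the same and 3 tied. The reading of Spp1 itself is among the 12 and is the largest part of the distance of 0.103. Whether the labels or the figures carry the other numbering is open. At 1562 to 4372 counts per library, counting error is small beside these differences. Pkd2, which follows Spp1 on the chromosome, did not pass the test for either label.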

Notably, *Spp1* downregulation occurred in a manner that seemed largely independent of changes in H3K27ac levels (Figure 5F), suggesting that enhancer inactivation occurred through deposition of repressive marks and/or via impairment of TF binding by dCas9-KRAB. 

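Which genes interact with which RLTR13D6 element cannot be read from the expression table, so the size of change is given for all 10890 genes with a mean of at least 50 normalized counts. In the libraries labelled set 1, 43 of them were lower and 11 higher than with the empty vector by more than 1.4-fold, and 99.5% lay within it. In those labelled set 2, 16 were lower and 20 higher, and 99.67% lay within it. Of the genes beyond 1.4-fold, 5 passed the threshold of limma with the replicate block for the label set 1 and 2 for the label set 2, and 0 without the block. Tlr2, a receptor for bacterial lipoproteins, was 1.97-fold lower in the libraries labelled set 1, at 80.2 ± 9.01 normalized counts (SD, n = 3) against 158 ± 9.91 (SD, n = 3) with the empty vector, and was at 148 ± 9.47 (SD, n = 3) in those labelled set 2. Slc4a2 was at 284 ± 90.4 (SD, n = 3) and 260 ± 76.4 (SD, n = 3) against 176 ± 36.4 (SD, n = 3) with the empty vector. All 3 libraries labelled set 1 lay above all 3 with the empty vector for 291 tested genes and below them for 277, or 3.6% of the genes, where chance gives 10% if libraries are exchangeable, which their pairing by number argues against, so the share without any change is not known here. For the label set 2 these numbers were 211 and 224, or 2.76%.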

For the remainder of the targeted TEs, although as a group the associated genes displayed a significant downregulation upon CRISPRi, these changes were limited to at most 1.4-fold (Figure 5—figure supplement 2). This included genes interacting with TE+ enhancers displaying a similar or greater H3K27ac loss to that observed at *Tdrd12-* or *Spp1-*associated RLTR13D6 elements. To validate the relatively small effect of some TE+ enhancers on gene expression, we performed additional genetic editing experiments. 

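In the RNA-seq libraries, none of the genes around these elements passed the threshold of limma with or without the replicate block. Apart from Tsacc, the log2 differences of those with counts were at most 0.13 in size. At the Tsacc element on chromosome 3, Tsacc (1700021C14Rik, from 88282757 to 88296999) had 24.3 ± 7.63 normalized counts (SD, n = 3) with the empty vector, 18.6 ± 11.9 (SD, n = 3) in the libraries labelled set 1 and 23.4 ± 3.33 (SD, n = 3) in those labelled set 2. It was read by only 10 to 32 counts per library, and its log2 difference in the libraries labelled set 1, -0.17, came from replicate 1, at 0.356 times the empty vector, while replicates 2 and 3 were at 1.07 and 0.903 times. The other genes of this region were Cct3, a subunit of the cytosolic chaperonin, at -0.04 for each label, Glmp (0610031J06Rik) at 0.04 for each label, Smg5, a factor of nonsense-mediated decay, at 0.13 for each label, and Tmem79 at 0.03 for the label set 1 and -0.05 for the label set 2. At the Zranb3 element on chromosome 1, Rab3gap1 (127868773 to 127943868) was at 0.03 and -0.02, the annealing helicase gene Zranb3 (127954184 to 128103047) at -0.01 and -0.03, and Ccnt2, a cyclin of the transcription elongation factor P-TEFb, at 0.01 and -0.03. The 95% confidence intervals with the block were -0.10 to 0.16 and -0.15 to 0.11 for Rab3gap1, and -0.14 to 0.12 and -0.16 to 0.10 for Zranb3. Ysk4, between Ccnt2 and Rab3gap1, had 0 counts in all 9 libraries.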

We chose two RLTR13D6 elements that displayed >2-fold change in H3K27ac levels upon CRISPRi (Figure 5—figure supplement 3A,D), but with little or no effect on neighbouring gene expression (Figure 5—figure supplement 3B,E). Upon CRISPR-mediated deletion of the respective TEs, gene expression levels largely agreed with CRISPRi results, with only the lowly expressed *Tsacc* gene being downregulated, although the effect was more pronounced in the genetic excision experiment (Figure 5—figure supplement 3C,F). Therefore, whilst CRISPR of individual TEs constitutes a more sensitive approach, our CRISPRi data correlates with genetic excision data and is robust with respect to large effects on gene expression.

**Figure 5.**
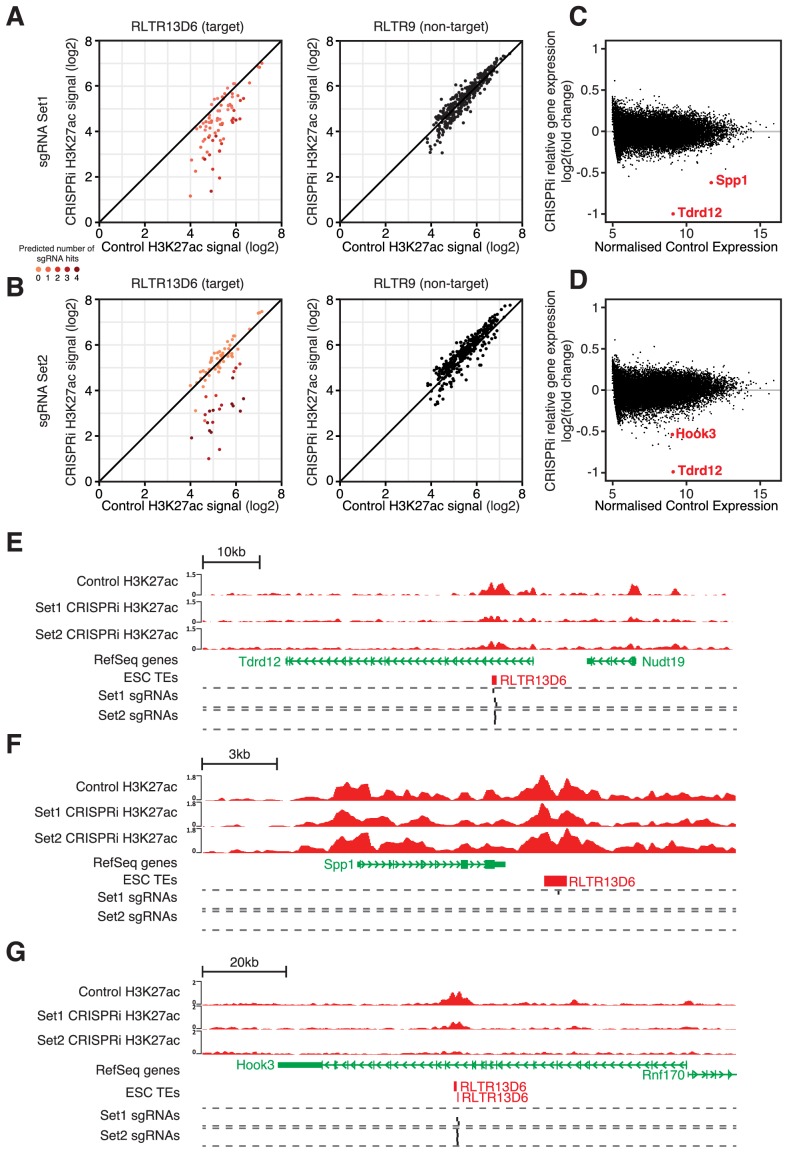
CRISPR interference reveals minor contribution of RLTR13D6 elements to ESC gene regulation. (**A,B**) Normalised H3K27ac signal in dCas9-KRAB-expressing ESCs transduced with sgRNA set 1 (**A**) or set 2 (**B**) targeted to RLTR13D6 elements, or with empty vector. Data shown are for elements that overlap H3K27ac peaks in control cells. Colour code indicates the number of predicted sgRNA hits for each element. Data for RLTR9 are also shown as a control, non-targeted group. (**C,D**) MA plot for the RNA-seq data from triplicate CRISPRi experiments using sgRNA set 1 (**C**) or set 2 (**D**). Genes with statistically significant differential expression are highlighted in red. (**E–F**) Genome browser snapshots for the genes highlighted in C,D. H3K27ac ChIP-seq tracks for control or CRISPRi ESCs are shown, as well as predicted sgRNA hits from each set.

**Figure 5—figure supplement 1.**
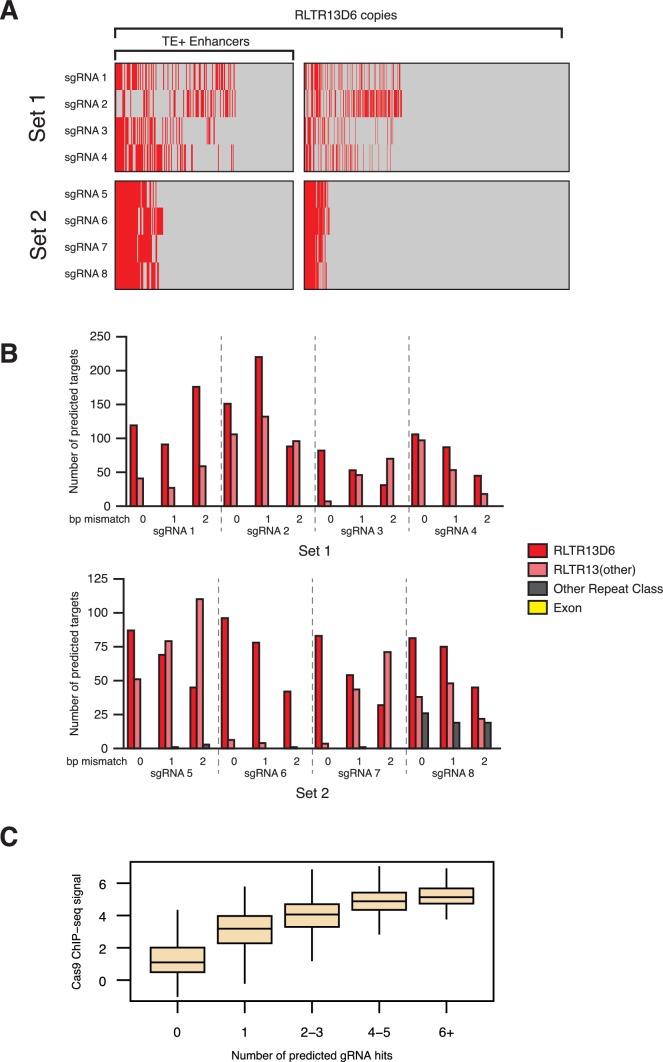
Target predictions for sgRNAs used for CRISPRi. (**A**) RLTR13D6 copies predicted to be targeted (in red) by each of the sgRNAs in set 1 or set 2, with no mismatches. (**B**) Off-target predictions for each of the sgRNAs, with either 0, 1 or 2 bp mismatch. Most off-target loci are at related TE subfamilies, and no exons are predicted to be targeted by any of the sgRNAs. (**C**) Correlation between the number of sgRNAs predicted to bind human LTR5Hs elements and Cas9 ChIP-seq signal from a published CRISPRi experiment (Fuentes et al., 2018).

**Figure 5—figure supplement 2.**
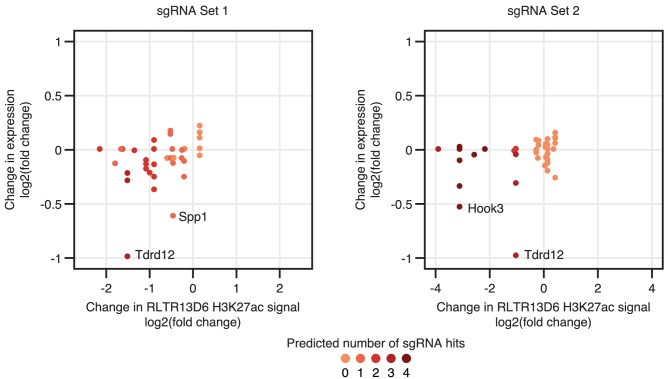
Effects of CRISPRi on H3K27ac levels and gene expression. Gene expression changes of genes interacting with H3K27ac-enriched RLTR13D6 elements are shown relative to the changes in H3K27ac levels at these TEs. *Tdrd12*, *Spp1* and *Hook3* are highlighted as the only genes with significantly differential expression upon CRISPRi – note that other genes with similar changes in H3K27ac levels (at the interacting RLTR13D6 element) remain unchanged.

**Figure 5—figure supplement 3.**
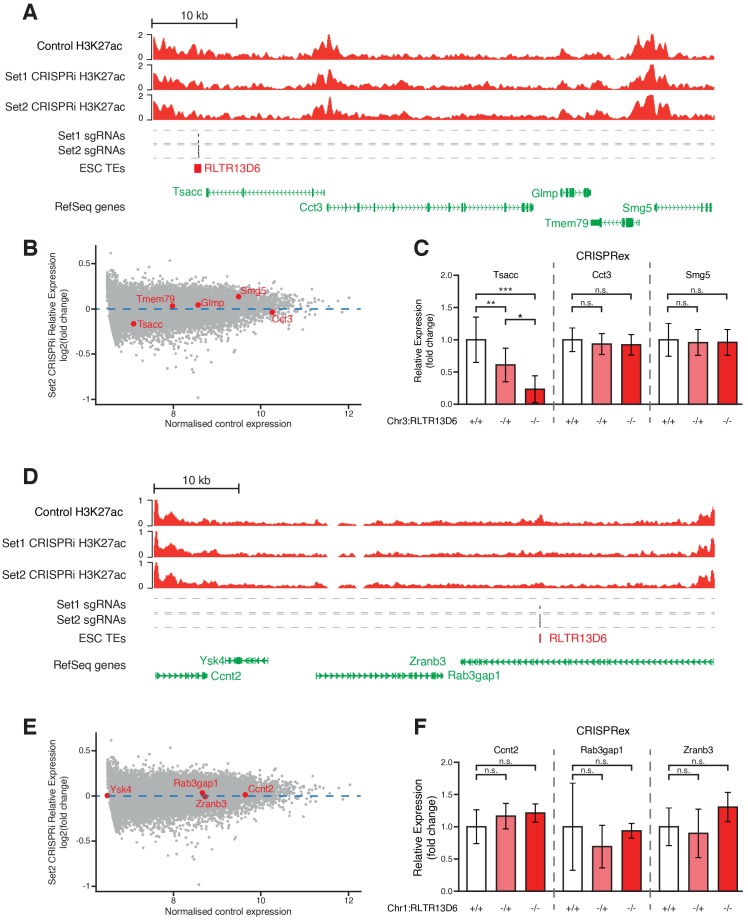
Genetic editing of TEs with little or no effect on gene expression upon CRISPRi. (**A,D**) Genome browser snapshots for the TE+ enhancers selected for genetic excision. H3K27ac ChIP-seq tracks for control or CRISPRi ESCs are shown, as well as predicted sgRNA hits from each set. (**B,E**) MA plot for the RNA-seq data from CRISPRi experiments using sgRNA set 2, highlighting the expression levels of genes neighbouring the selected TEs. (**C,F**) RT-qPCR data from ESC clones isolated from CRISPR experiments targeted to the indicated TE+ enhancers. *Ysk4* expression could not be detected. Values are mean ± s.d. from the following number of independent clones: 16 +/+, 7 -/+, 6 -/- (**C**); 6 +/+, 5 -/+, 1 -/- (**F**). Expression values from two different passage numbers were included for each clone.

These results suggest that only a small minority of RLTR13D6 elements play a major role in the regulation of gene expression in ESCs. This is in contrast with the broader correlations found by analysis of epigenomic and transcriptomic data in wildtype cells, highlighting the need to establish causal roles via direct molecular manipulation of TEs.

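Limma was run on simulated data for the comparison of the label set 1 with the empty vector, with 15788 genes. The simulation held shared effects of the replicate number and independent noise of the size the fit with the block had estimated, so it favours that fit. It also held far more changed genes than were called in the deposited data. With the replicate number as a block, limma recovered 97 of 100 genes changed by 0.5 on the log2 scale and 100 of 100 genes changed by 1, with 15 false calls. Without the block it recovered 0 of 100 and 65 of 100, with 0 false calls. These shares do not show how large a change the 9 libraries could reveal. Genes changed by about 0.5 in the deposited data, such as Egln3 and Ndrg1 for the label set 1, did not pass the threshold with the block. In the deposited data, 10579 of the tested genes, or 67%, differed between the replicate numbers at an adjusted p under 0.05. Across genes with at least 50 normalized counts, the SD of the log2 differences was 0.139 for the label set 1 and 0.136 for the label set 2, against a difference of -0.98 and -0.99 for Tdrd12.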

## Discussion

TEs are increasingly being presented as major contributors to gene regulatory networks in a variety of contexts (Chuong et al., 2013; Chuong et al., 2016; Kunarso et al., 2010; Jacques et al., 2013; Sundaram et al., 2014; Lynch et al., 2011; Fuentes et al., 2018; Imbeault et al., 2017). Yet most of these studies have relied largely on the idea that biochemical activity at the chromatin level is indicative of function, a concept famously associated with the findings of the ENCODE project (ENCODE Project Consortium, 2012) that triggered a still ongoing debate (Graur et al., 2013; Ponting, 2017; Doolittle and Brunet, 2017). The use of genetic and epigenetic editing tools as presented here, and also used by other labs (Chuong et al., 2016; Jachowicz et al., 2017; Fuentes et al., 2018), initiate a much needed move to evaluating causal roles for TEs in gene regulation.

Our work has revealed that a set of TEs with regulatory potential in ESCs act mostly neutrally with respect to their effects on gene expression, which contrasts with earlier suggestions from analyses of chromatin profiling experiments (Kunarso et al., 2010). In the absence of a substantial contribution of ESC TE+ enhancers to gene regulation, the striking correlations emerging from profiling efforts most likely reflect the fact that TE insertions are best tolerated in regions where their tissue-specific enhancer action matches the expression profiles of nearby genes. Whilst the enhancer activity of these TEs could be inconsequential for gene expression, this genomic ‘safe niche’ would be permissive for fixation by genetic drift. Additionally, we cannot exclude the possibility that some TE+ enhancers act redundantly with TE- enhancers, despite our attempt to isolate the effects of each of these enhancer groups. Such TEs could still be important to ensure regulatory robustness and, indeed, enhancer redundancy is a seemingly common feature of enhancer-gene networks (Osterwalder et al., 2018). Extensive genetic work will be necessary to evaluate what proportion of TE+ enhancers act in a redundant fashion with other regulatory elements.

In a contrasting example to our findings, epigenetic editing work by the Wysocka lab has revealed that a large proportion of LTR5Hs elements play significant roles in the regulation of nearly 300 genes in a human embryonal carcinoma cell line (Fuentes et al., 2018). Notably, in the latter study virtually all H3K27ac-marked LTR5Hs elements were inactivated by CRISPRi (257 copies, according to our own analysis), probably due to the use of twelve sgRNAs simultaneously (Fuentes et al., 2018). It is therefore possible that more efficient targeting of all H3K27ac-marked RLTR13D6 elements (76 copies) in mouse ESCs would uncover additional regulatory elements. However, the effects seen here from silencing 34 (44%) of these copies suggest that regulatory RLTR13D6 elements would likely remain a minority. Another explanation to the differences between LTR5Hs and RLTR13D6 action is that the regulatory effects of TEs are variable between families and cellular contexts. Indeed, other TEs considered here and whose effects we did not test by CRISPRi (RLTR9, RLTR13D5, RLTR13B), may play important roles in ESC and TSC gene regulation. These considerations further emphasise the need to perform functional experiments on a case-by-case basis.

Despite the neutral action of most TEs analysed here, we have uncovered a number of elements that act as key enhancers of gene expression in ESCs (*Tdrd12*, *Smarcad1*, *Spp1* and *Hook3*) and TSCs (*Map3k8* and *Scarf2*). But do these TE insertions impact on cellular and organismal phenotypes, ultimately affecting host fitness? TDRD12 is a protein essential for secondary piRNA production in mice and is essential for male fertility (Pandey et al., 2013; Pandey et al., 2018). It is therefore possible that the RLTR13D6 element we identified is also active during male germ line development, which would ironically implicate it in genome defence against the mobility of younger, piRNA-targeted TEs. *Smarcad1* knockout mice are subviable, displaying growth defects and low fertility (Schoor et al., 1999). It remains to be seen whether the activity of the RLTR9E element we identified plays any role in these phenotypes, possibly by affecting early embryonic differentiation (Hong et al., 2009). Other genes that we found to be regulated by TEs are not essential for development: both *Map3k8* (Dumitru et al., 2000) or *Spp1* (Rittling et al., 1998) knockout mice are viable and appear to develop normally. In these cases it is likely that the action of the associated TEs is inconsequential to the organism, although there could be more subtle embryonic phenotypes or these TEs could play additional roles outside of the early developmental context. Notably, most exemplars of phenotypically relevant TE-derived regulatory elements have been uncovered by analysing naturally occurring phenotypes (Lisch, 2013; Chuong et al., 2017). The reverse approach of searching for phenotypes linked with putative *cis*-acting TEs has the potential to reveal a wide array of adaptive TE insertions, although this is nonetheless challenging and examples to date are limited (Chuong et al., 2017).

At a time when epigenomic data are providing abundant indications that TEs play functional regulatory roles, our findings place these observations into perspective and provide a reminder that a large proportion of mammalian genomic sequences are neutrally evolving. Yet evolutionary tinkering (Jacob, 1977) may still benefit from a large amount of ‘junk DNA’ that occasionally can be put to good use. As was fittingly put by Goodier and Kazazian, ‘evolution has been adept of turning some ‘junk’ into treasure’ (Goodier and Kazazian, 2008).

## Materials and methods

### Cell culture

E14 ESCs (ATCC CRL-1821) were grown in feeder-free conditions in DMEM GlutaMAX medium (Thermo Fisher) supplemented with 15% FBS, non-essential amino acids, 50 μM 2-mercaproethanol and 1,000 U/ml ESGRO LIF (Millipore). TS-Rs26 cells (a kind gift from Dr. Myriam Hemberger) were cultured under routine conditions (Tanaka et al., 1998): 20% fetal bovine serum, 1 mM Na-pyruvate, Pen/Strep, 50 μM 2-mercaproethanol, 25 ng/ml bFGF and 1 μg/ml heparin in RPMI1640, with 70% of the medium pre-conditioned on embryonic feeder cells. The identity of the cells was confirmed through RT-qPCR analyses of key ESC and TSC expression markers. Cells were negative for mycoplasma, as tested using the Sigma LookOut PCR kit.

### TE excisions by CRISPR-Cas9

Two sgRNA sequences flanking each TE of interest were designed with the use of the Zhang lab online tool (http://cripsr.mit.edu/) and cloned into pSpCas9(BB)−2A-GFP (Addgene #48138) (Ran et al., 2013) or a modified version of the eSpCas9(1.1) plasmid system (Addgene #71814) (Slaymaker et al., 2016). The pSpCas9/eSpCas9 plasmid constructs were transfected into ESCs and TSCs using FuGENE 6 (Promega) with 4 μg equimolar mix of 5’ sgRNA and 3’ sgRNA in 6-well plates. Single GFP-positive cells were sorted into 96-well plates 48 hr post-transfection. After 7–10 days, growing colonies were genotyped using DNA isolated using QuickExtract (Lucigen) and the primers listed on Supplementary file 2. Selected clones were grown further into 6-well plates before collecting RNA using QIAGEN’s DNA/RNA mini kit or QIAzol reagent. For some clones, multiple RNA collections were performed at different passages (see legend to Figure 4). RNA was DNAse treated with the TURBO DNA-free Kit (Ambion) and reverse transcribed with the RevertAid First Strand cDNA Synthesis kit (Thermo Fisher) using supplier protocol with 100 ng - 2 μg input RNA. The MESA BLUE SYBR Green mastermix (Eurogentec) was used for qPCR analysis (primers listed on Supplementary file 2).

### CRISPRi

To generate stable ESC line expressing dCas9-KRAB, cells were infected with a lentiviral vector (a kind gift from Mark Dawson, Peter MacCallum Cancer Centre, Melbourne, Australia) and mCherry-positive cells were sorted 48–96 hr post-infection. Guide RNA sequences targeting retroelement classes were designed with an R script which downloads all relevant retroelement sequences, identifies potential guide sequences within each sequence and returns guide candidates which match the highest number of targets. Potential off-target effects were verified using the Cas-OFFinder tool (Bae et al., 2014) and sgRNAs with minimal off-targets were selected. Designed sgRNA sequences were cloned into a lentiviral sgRNA vector (a kind gift from Mark Dawson) and packaged into viral particles. The dCas9-KRAB-expressing ESCs were infected and cells sorted at 48 hr to collect dual positive mCherry/BFP positive cells. Cells infected with the empty sgRNA vector were used as a control. RNA was collected by QIAzol extraction at 5 days or 8 days post-infection of the sgRNA lentivirus. Chromatin was collected at 8 days post-infection.

### RNA-seq

Ribosomal RNA-depleted RNA-seq libraries were prepared with the NEBNext rRNA Depletion Kit (New England BioLabs) from 400 to 600 ng of QIAzol extracted total RNA. Libraries were sequenced on an Illumina NextSeq 500 with single-ended 75 bp reads at the Barts London Genome Centre.

### ChIP-seq

Cells were fixed with 1% formaldehyde in PBS for 12 min, which was then quenched with glycine (final concentration 0.125 M). Fixed cells were washed and lysed as previously described (Latos et al., 2015). Chromatin was sonicated to an average size of 200–700 bp using a Bioruptor Pico (Diagenode). Immunoprecipitation was performed using 15 μg of chromatin and 2.5 μg of anti-H3K27ac antibody (Active Motif #39133). DNA purification was performed using the GeneJET PCR Purification Kit (Thermo Fisher) with DNA eluted in 80 μL of elution buffer. ChIP-seq libraries were prepared from 1 to 5 ng eluted DNA using NEBNext Ultra II DNA library Prep Kit (New England BioLabs). Libraries were sequenced on an Illumina NextSeq 500 with single-ended 75 bp reads at the Barts London Genome Centre.

### Primary data processing

ChIP-seq and ATAC-seq data generated here or from external datasets (Supplementary file 1) were mapped by trimming reads using Trim_galore! and aligning to the mm10 genome assembly using Bowtie2 v2.1.0 (Langmead and Salzberg, 2012), followed by filtering of uniquely mapped reads. Data were normalised to total read count. ChIP-seq peak detection was performed using MACS2 v2.1.1 (Zhang et al., 2008) with -q 0.05; for histone marks the option --broad was used. ATAC-seq peak detection was performed using F-seq v1.84 (Boyle et al., 2008) with options -f 0 t 6. For multi-tissue DNAse-seq data, peak annotation files generated by ENCODE were used.

RNA-seq data generated here or from external datasets (Supplementary file 1) were mapped by trimming reads using Trim_galore! and aligning to the mm10 genome assembly with Tophat v2.0.9 (Trapnell et al., 2009) using a transcriptome index from Illumina’s iGenomes. For ENCODE multi-tissue RNA-seq data, FPKM expression values were downloaded directly from ENCODE and the data were normalised by histogram matching.

Processed CpG calls from publicly available BS-seq and TAB-seq data were downloaded from the respective GEO submissions (Supplementary file 1).

### TE and enhancer annotations

To identify TE+ enhancers, coordinates for RLTR9, RLTR13D6, RLTR13D5 and RLTR13B elements were taken from the mm10 RepeatMasker annotation and filtered to remove elements either intersecting H3K4me3 ChIP-seq peaks or lying within 500 bp of a TSS from the NCBI RefSeq annotation. Enhancer-like elements were then selected if they intersected with all three of the following: H3K27ac ChIP-seq peaks, ATAC-seq peaks and binding sites for any of three key TFs (OCT4, NANOG or SOX2 for ESC TE+ enhancers; CDX2, ELF5 or EOMES for TSC TE+ enhancers).

To define TE- enhancers, ATAC-seq peaks that did not overlap any TEs annotated by RepeatMasker were used as a basis for potential enhancer regions. These regions were then filtered in the same manner as described for TE+ enhancers.

Non-enhancer TEs were defined as mappable elements displaying low ATAC-seq signal. Mappability scores were obtained by mapping in silico generated reads and measuring the proportion of the element’s length covered by uniquely mapped reads. Elements with a score higher than 0.5 were kept and from those with the lowest ATAC-seq signal selected as non-enhancer TEs. The number of elements selected for each class equated to twice the number of TE+ enhancers identified for the same class.

### ChIP-seq simulations

To estimate how many ChIP-seq peaks could be missed due to low read mappability to TEs we used ChIPulate (Datta et al., 2019) to simulate ChIP-seq data. We generated reads for simulated peaks centred on each TE of interest, as well as control reads spanning 10 kb around each peak, with the following parameters: --read-length 40 --fragment-length 150 --fragment-jitter 40. These reads were mapped back to the mouse genome followed by peak detection using MACS2 as described above. As a control, peak detection was also performed on the simulated (pre-mapping) data, which successfully detected all TE copies.

### Linking TEs and enhancers to gene promoters

Processed promoter-genome spatial interactions were downloaded from the respective ArrayExpress submission (Supplementary file 1). Each element of interest (TE+ enhancers, TE- enhancers, non-enhancer TEs) was intersected with the list of non-promoter restriction fragments in the PCHi-C data and coupled to the gene promoter(s) it interacted with. Expression values from RNA-seq data were assigned to each element based on these relationships. To distinguish the putative effects of TE+ and TE- enhancers, only genes interacting exclusively with one type of enhancer were considered.

### Motif analysis

Motif analysis of TE copies was performed using the FIMO tool of the MEME SUITE v5.0.1 (Bailey et al., 2015) using the HOCOMOCO v11 TF motif database. Data from the FIREWACh enhancer reporter assay were obtained from the respective publication (Murtha et al., 2014). Briefly, FIREWACh uses a library of restriction-digested DNA fragments from accessible regions of the genome, which are cloned into a lentiviral plasmid containing a GFP reporter. The lentiviral library was transduced into ESCs, followed by sorting of GFP+ cells and sequencing of the cloned fragments. For our analysis, we used the coordinates of both the identified regulatory elements and the input library fragments.

### Hybrid 129 × Cast ESC data

Processed allele-specific data from ATAC-seq experiments on 129 × Cast hybrid ESCs were downloaded from the respective GEO submission (Supplementary file 1). Peaks containing at least five reads in one of the alleles and an allelic ratio (129 reads/total reads) larger than 0.8 or lower than 0.2 were selected as allele-specific regulatory elements. These were intersected with TE annotations to identify putative allele-specific TE-derived regulatory elements. RNA-seq data from the same cell line (Supplementary file 1) were used to extract expression values for genes within 100 kb of allele-specific TE regulatory elements.

## Data Availability

ChIP-seq and RNA-seq data generated in this study are available from the NCBI Gene Expression Omnibus repository under the accession number GSE122856. Sources of external datasets used are detailed in Supplementary file 1. Scripts used for data analysis are available from Github (https://github.com/Christopher-Todd/Todd-eLife-2019; copy archived at https://github.com/elifesciences-publications/Todd-eLife-2019). The following dataset was generated: ToddCDDenizOBrancoMR2018Functional evaluation of transposable elements as transcriptional enhancers in mouse embryonic and trophoblast stem cellsNCBI Gene Expression OmnibusGSE12285610.7554/eLife.44344PMC654443631012843 The following previously published datasets were used: Mouse ENCODE Consortium2013A comparative encyclopedia of DNA elements in the mouse genomeNCBI Gene Expression OmnibusGSE49847 NewmanJJBilodeauSMullenACReddyJWhyteWOrlandoDAbrahamBJHniszDYoungRA2013Master Transcription Factors and Mediator Establish Super-Enhancers at Key Cell Identity GenesNCBI Gene Expression OmnibusGSE4428810.1016/j.cell.2013.03.035PMC365312923582322 iefkeRKarwacki-NeisiusVShiY2016EPOP interacts with Elongin BC and USP7 to modulate the chromatin landscapeNCBI Gene Expression OmnibusGSE9004510.1016/j.molcel.2016.10.019PMC521017827863226 ShenYYueFRenB2012A draft map of cis-regulatory sequences in the mouse genomeNCBI Gene Expression OmnibusGSE2918410.1038/nature11243PMC404162222763441 KageyMHBilodeauSNewmanJJOrlandoDAYoungRA2010Control of Embryonic Stem Cell State by Mediator and CohesinNCBI Gene Expression OmnibusGSE22557 ChuongEBBakerJC2012Rodent trophoblast epigenomeNCBI Gene Expression OmnibusGSE42207 DomckeSBardetAFSchübelerD2015Competition between DNA methylation and transcription factors determines binding of NRF1NCBI Gene Expression OmnibusGSE6786710.1038/nature1646226675734 WuJHuangBChenHXieW2016The landscape of accessible chromatin in mammalian pre-implantation embryosNCBI Gene Expression OmnibusGSE66390 NelsonAMouldABikoffERobertsonE2017ATAC-seq analysis of the chromatin landscape during in vitro differentiation of murine trophoblast stem cellsNCBI Gene Expression OmnibusGSE94694 SmithZDShiJDongaheyJCacciarelliDMichorFMeissnerA2017Epigenetic restriction of embryonic and extraembryonic lineages mirrors the somatic transition to cancerNCBI Gene Expression OmnibusGSE8423610.1038/nature23891PMC578979228959968 CarterACXuJChangHY2016Allele-specific ATAC-seqNCBI Gene Expression OmnibusGSE71156 CalabreseJM2012Site-specific silencing of regulatory elements as a mechanism of X-inactivationNCBI Gene Expression OmnibusGSE3940610.1016/j.cell.2012.10.037PMC351185823178118 KimH2018Prerequisite Barcoding of Cell-Type-Restricted Enhancers by ESC Transcription Factors in ESCs Licenses Their Robust Developmental ActivationNCBI Gene Expression OmnibusGSE81681 HonGRenB20145mC Oxidation by Tet2 Modulates Enhancer Activity and Timing of Transcriptome Reprogramming during DifferentiationNCBI Gene Expression OmnibusGSE4851910.1016/j.molcel.2014.08.026PMC431998025263596 CambuliFMurrayADeanWDudzinskaDKruegerFAndrewsSSennerCECookSJHembergerM2014Epigenetic memory of the first cell fate decision prevents complete ES cell reprogramming into trophoblastNCBI Gene Expression OmnibusGSE6215010.1038/ncomms6538PMC426313025423963 LatosPSienerthAMurrayASennerCMutoMIkawaMOxleyDBurgeSCoxBHembergerM2015Transcriptional regulation of trophoblast cell fateEBI European Nucleotide ArchivePRJNA298763 GendrelAAttiaMChenCDiabangouayaPServantNBarillotEHeardE2014The developmental dynamics and disease potential of random monoallelic gene expressionNCBI Gene Expression OmnibusGSE5401610.1016/j.devcel.2014.01.01624576422 MifsudBBrancoM2018Promoter Capture Hi-C of mouse ESC and TSCEBI ArrayExpressE-MTAB-6585 BonevBMendelsonCohen NSzaboQFritschLPapadopoulosGLublingYXuX2017Multi-scale 3D genome rewiring during mouse neural developmentNCBI Gene Expression OmnibusGSE9610710.1016/j.cell.2017.09.043PMC565121829053968

## Additional files

Supplementary file 1. List of external datasets used.

Supplementary file 2. List of primers and sgRNAs used.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

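RNA-seq was available for 9 libraries of E14 ESCs expressing dCas9-KRAB, with 3 libraries each for the empty vector, sgRNA set 1 and sgRNA set 2. The H3K27ac ChIP-seq of the same experiment and the RT-qPCR, ATAC-seq and allele-specific data of other sections are not part of the table, so no value is given for them. All values come from 1 deposited table, with 1 column per library and none left out.

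The authors deposited variance-stabilized values on a log2 scale, made with DESeq2 (version not given) from size-factor-normalized counts after trimming with Trim Galore 0.4.5 and alignment to mm10 with HISAT2 2.0.5, as the labels state. The paper's methods name Tophat with a transcriptome index from Illumina's iGenomes for RNA-seq, and neither source names the program that counted reads or says whether strand was used. The table was tested as follows. A gene without reads has the same lowest value, 5.0, in every library, the highest value is 16.27, and the inverse of the transformation gave whole counts for 100% of the values above the lowest, within 0.02. Size factors recovered in this way ran from 0.866 to 1.063 and total counts from 8447234 to 10307601 per library. Values of genes with few reads are pulled toward the lowest value by the transformation, so their log2 differences are smaller than the log2 ratio of their counts.

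The design, the gene lists, the rule for named genes and the alternative settings were fixed before the data were examined. Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) on all 9 libraries, with group means as the only terms and Benjamini-Hochberg adjustment over the 15788 genes whose mean was at least 0.25 above the lowest value. The threshold was an adjusted p under 0.05, since the paper's text names no test or threshold for Fig. 5C,D. The comparisons were each set against the empty vector, both sets against it, and set 2 against set 1. Normalized counts, used for levels and folds, are the recovered counts divided by the size factors. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

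Whether replicate numbers pair the libraries was checked in the data. Deviations from the group means correlated at 0.63 to 0.87 across genes for the 9 pairs of libraries with the same number and at -0.66 to 0.11 for the 18 pairs with different numbers, so the numbers were taken to pair the libraries. The pairing comes from the data, as neither the labels nor the paper's text says what a number stands for. The fit with the replicate number as a block was among the alternative settings, and its value is given beside a result where it changes the call.

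The lists held 523 genes in 21 groups, of which 19 groups had enough tested genes. The mitochondrial genome had 0 tested genes and the group of genes around Spp1 had 3, under the minimum of 5. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Named genes are the 27 the paper names around these experiments, up to 10 genes in each direction past the threshold in a comparison (with or without the block), the 5 highest and 5 lowest among genes whose 3 sgRNA libraries all lie on 1 side of the 3 empty vector libraries, and up to 4 members of each list with the smallest unadjusted p. Genes within 500 kb of Tdrd12, Spp1 and Hook3 were added after the data were seen. Gene positions are from GENCODE M21 on GRCm38, matched by symbol for 24514 of the genes in the table.

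The alternatives were no filter or a stricter filter on low values, only the groups compared, eBayes without a trend or robust, log2 of the normalized count plus 1 or plus 8, a median shift or quantile normalization of the libraries, library weights, the replicate block, and each library left out. Voom on the recovered counts, every library of a replicate number left out, and the replicate block combined with each other setting were added after the data were seen. Before use, the fits and camera were tested on simulated data with known changes. Members of the histone and Duxbl families have near-identical copies that may share reads, so their values are uncertain.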

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

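The tests of exchanged set numbers, of the histone genes, of the genes near Tdrd12, Spp1 and Hook3, of the lists between the sgRNA sets, and of the lists in splits within replicate numbers were chosen after the results were seen, and all sets are named as the libraries are labelled.

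Spp1 was lower in the libraries labelled set 2 than in those labelled set 1, by -0.66 on the log2 scale in limma's test of the difference with the replicate block, while the paper places its fall in set 1 (Fig. 5C). An exchange of a single library between the sets is argued against, since 3 of 3 libraries labelled set 2 had fewer Spp1 counts than both other libraries of their number. An exchange of the set numbers between the labels and the figures may account for the pattern: over 12 values read from the figures, the mean absolute distance was 0.006 to the log2 differences of the other set number and 0.103 to those of the same number, with 8 readings nearer the other number, 1 nearer the same and 3 tied. The reading of Spp1 itself is among the 12 and is the largest part of the distance of 0.103, so that mean is not independent of the pattern. The figures' own maps (Fig. 5F) draw a predicted sgRNA hit of set 1, and none of set 2, at the element associated with Spp1, which does not settle whether the labels or the figures carry the other numbering. That the sets target different elements is the biological explanation in the design, and it was not tested apart from the numbering.

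Replication-dependent histone genes, which encode the histones made during DNA replication, were lower in the libraries labelled set 1 than in those labelled set 2: the median log2 difference of set 2 minus set 1 was 0.275 over 32 genes (camera, adjusted p = 9.7e-34, and adjusted p = 0.213 with an estimated correlation), and 31 of 32 genes went this way in each of the replicate numbers 1, 2 and 3 (medians 0.38, 0.26 and 0.18). Against the empty vector the medians by number were 0, -0.17 and -0.39 for the label set 1 and 0.41, 0.08 and -0.17 for the label set 2, so the level relative to the empty vector changed with the number. A bias on short transcripts is not settled. The 211 other genes matched on transcript length and expression had a median of -0.025. However, the length was that of the longest annotated transcript of each gene, 391 to 7425 bases for the histones, so some matched genes need not be short. A bias on GC content is not settled either. The 302 genes matched on it and on expression had a median of 0.001, but GC content was taken from the same longest transcripts, which need not be those sequenced. A different share of cells in S phase stays open, since the 15 DNA replication genes of the cell cycle list had a median of -0.011 but need not follow that share closely. Histone transcripts lack poly(A) tails, and how evenly RNA was depleted and recovered between libraries could not be tested here.

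Genes within 500 kb of Tdrd12, Spp1 and Hook3, apart from these 3, were lower on balance than with the empty vector: over both sets 24 of 31 were below 0, with a median of -0.06, and by locus 11 of 14 at Tdrd12, 4 of 5 at Spp1 and 9 of 12 at Hook3. A chance draw of genes of this expression is argued against, as 0.39% of 10000 random lists matched on expression had a median as low (0.21% for the label set 1 and 0.12% for the label set 2). The shares for the labels rest on the same empty vector libraries, so they are not independent of each other. None of these genes passed the threshold on its own. The lowest were Cebpa at -0.31, Nudt19 at -0.30, Fnta at -0.30 and Rgs9bp at -0.29 (adjusted p = 0.203, 0.0924, 0.0656 and 0.175 from limma with the block). A spread of the repression around the targeted elements may account for this pattern. So may neighbouring genes that vary together between libraries, which random lists do not hold, and neither was tested. The paper states that heterochromatin from CRISPRi tends to stay within the targeted open chromatin. It also reports small effects of excising the Tdrd12 element on other nearby genes in contact with it (Fig. 4G). A direct effect of the elements on these neighbours was likewise not tested here.

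Other genes passed the threshold in the fit with the replicate block that the paper does not report. Tlr2 was at -0.66 for the label set 1 (called in 11 of 11 other settings and without any 1 of the 9 libraries, and in 2 of 3 fits without every library of a number, adjusted p up to 0.0701), and it was higher by 0.60 in the libraries labelled set 2 than in those labelled set 1 (called in 10 of 11 settings, and lost without set 1 replicate 1, set 1 replicate 3 or set 2 replicate 1, adjusted p up to 0.168, and in 2 of 3 fits without a number, up to 0.169). Slc4a2 was at 0.52 for the label set 1 (called in 10 of 11 settings, adjusted p up to 0.323, and lost without empty vector replicates 2 or 3 or set 1 replicates 2 or 3, up to 0.484, and in 2 of 3 fits without a number, up to 0.794). Over both sets it was at 0.48 (called in 9 of 10 settings, adjusted p up to 0.236, and lost without the same libraries or set 2 replicate 2, up to 0.219, and in 2 of 3 fits without a number, up to 0.574). 3632451O06Rik was at -0.65 for the label set 1 (adjusted p = 0.0457), with a call in 4 of 11 settings (adjusted p up to 0.486), 3 of 9 fits with a library left out (up to 0.715) and 1 of 3 without a number (up to 0.94). Tmem47 was at -0.39 for the label set 2, with a call in 6 of 11 settings (adjusted p up to 0.37), 0 of 9 fits with a library left out (up to 0.33) and 0 of 3 without a number (up to 0.511). Gm10394 (Duxbl2), a homeobox gene with near-identical copies, was at -0.51 over both sets, with a call in 4 of 10 settings (adjusted p up to 0.167), 4 of 9 fits with a library left out (up to 0.361) and 1 of 3 without a number (up to 0.578).

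Lists outside the paper's discussion were called by camera at a preset correlation and none at an estimated correlation. For the label set 1 the median log2 difference was -0.133 for glycolysis and hypoxia, 0.145 for primed pluripotency, -0.157 for replication-dependent histones and -0.199 for sterol synthesis (adjusted p = 0.371, 0.371, 0.371 and 0.374 with an estimated correlation). The histones were at 0.112 for the label set 2 (adjusted p = 0.934 with an estimated correlation). Over both sets, glycolysis and hypoxia were at -0.073 and sterol synthesis at -0.133 (adjusted p = 0.665 and 0.74 with an estimated correlation, and up to 0.227 and 0.203 with a library left out). For set 2 minus set 1, the germline and piRNA pathway was at 0.011, glycolysis and hypoxia at 0.09 and sterol synthesis at 0.124 (adjusted p = 0.489, 0.587 and 0.783 with an estimated correlation, and up to 0.677, 0.393 and 0.907 with a library left out), and the first lost its call with the replicate block (adjusted p = 0.11). Calls gained with the block were transposable element repressors for set 2 minus set 1 (camera, adjusted p = 0.00676, against 0.102 without the block and 0.829 with the block and an estimated correlation) and immediate early genes over both sets (0.00228, 0.0625 and 0.863).

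Other splits of the libraries into groups of the same sizes were run for each count. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05: without the block 10 of 10 were necessarily as large for each set against the empty vector and for set 2 against set 1 (real 0, highest other 0), and camera called as many lists in 8 of 10 splits for the label set 1 (real 4, highest other 8) and in 9 of 10 for the label set 2 (real 1, highest other 10). With the block there are 4 splits, again too few: 2 were as large for the label set 1 (real 5, highest other 7), 1 for the label set 2 (real 4, highest other 0) and 1 for set 2 against set 1 (real 2, highest other 0). For both sets against the empty vector without the block, the real count is 0, which any split equals or passes (84 of 84), so these splits say nothing about chance. Lists without the block gave as many in 70 of 84 splits (real 2, highest other 10), but these splits ignore the pairing by number. Among the 27 splits that take 1 library of each number, fitted with the block and 2 groups, chance cannot be excluded: 17 gave as many lists (real 3, highest other 8) and 3 as many genes (real 3, highest other 27). The highest of the 84 splits set the libraries numbered 1 apart, with 5821 genes, followed by those numbered 2 with 2622 and those numbered 3 with 1439, so the replicate number is the main structure of these libraries, and the counts with the block are 5, 4 and 5 for the label set 1, the label set 2 and both.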

How the results depend on the processing

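The replicate block with other settings, voom and leaving out every library of a number were chosen after the data were seen. Without the block, limma called 0 genes in every comparison under every setting run, voom included, and at an unadjusted p under 0.05 there were 95, 74, 87 and 77 genes for set 1, set 2 and both sets against the empty vector and for set 2 against set 1. The replicate block gave 5 (4 lower and 1 higher), 4 (all lower), 5 (4 lower and 1 higher) and 2 (1 lower and 1 higher). The cause of each change below was not tested. Of 950 values of named genes, the 903 that are not the 38 main values or the 9 that passed the threshold with the block kept their side of the threshold, none that passed in any setting reversed, and 60 that passed in no setting changed sign. For the 38 named-gene values run, each a set against the empty vector, the block changed no call beyond these 9.

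With the block and another setting, set 1 against the empty vector gave 3 genes without a trend and 169 with library weights (100 lower and 69 higher). Set 2 against the empty vector gave 2 without a filter, with only the groups compared, with a median shift and with quantile normalization, and 11 with library weights (7 lower and 4 higher). Both sets gave 3 without a filter, without a trend and with a median shift, 15 with robust eBayes (10 lower and 5 higher) and 52 with library weights (34 lower and 18 higher). Set 2 against set 1 gave 80 with only the groups compared (14 lower and 66 higher), 0 without a trend and 74 with library weights (13 lower and 61 higher). Leaving out libraries with the block, the count ran from 1 (without every replicate 2) to 637 (without empty vector replicate 1) for set 1, with 293 without every replicate 1, from 2 to 5 for set 2, from 1 (without empty vector replicate 2 or every replicate 2) to 392 (without empty vector replicate 1) for both sets, with 97 without every replicate 1, 17 without set 2 replicate 3 and 15 without set 1 replicate 1, and from 1 to 63 (without empty vector replicate 1) for set 2 against set 1, with 47 without set 2 replicate 3, 31 without empty vector replicate 3 and 14 without every replicate 3.

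Of the 19 lists, camera called 4 for set 1, 1 for set 2 and 2 for both sets. An estimated correlation, fry in either form, and the replicate block with an estimated correlation gave 0 for each of these comparisons, while the replicate block at the preset correlation gave 7 for set 1 and changed no other count by over 1.5 times. With a library left out, the number of lists ran from 2 (without set 1 replicate 2) to 8 (without empty vector replicate 2 or set 1 replicate 1) for set 1, from 1 to 9 (without set 2 replicate 1) for set 2, and from 1 (without set 1 replicate 2) to 8 (without empty vector replicate 2) for both sets.

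The planned tests of genes near sgRNA sites were not run, because no genome sequence was used here to place the sites. At 8447234 to 10307601 counts per library, genes with few reads limit what can be seen: Tsacc had 10 to 32 counts per library.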

Differences from the paper's values

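Combinations of the replicate block with another setting and the search of annotated transcripts for sgRNA matches were chosen only after the results were seen. The paper names 3 genes as differentially expressed across both sgRNA sets. The count here is 0 in the main fit, at an adjusted p under 0.05, while the paper's text states no test or threshold. The labels name DESeq2 for the processing, and no test with DESeq2 was run here. The main fit also leaves out the pairing by replicate number. The 0 therefore does not show that the paper's calls cannot be obtained from these libraries. None of the alternatives set before the data were examined comes within 1.5 times of the paper's count: each of those without the block gave 0, and the replicate block gave 7 genes, which include all 3 of the paper's. With the replicate block and another setting, chosen after seeing the values, the count was 5 to 8 over all settings apart from library weights (173), and each of these called all 3, dropping 0 of them. With the block and 1 library left out, also chosen after seeing the values, the count ran from 4 to 638 with all 3 of the paper's genes called each time. It was 638 without empty vector replicate 1, 43 without set 2 replicate 3, 32 without set 1 replicate 1 and 4 without empty vector replicate 2, set 1 replicate 2 or set 1 replicate 3. Leaving out every library of a number gave 294, 2 and 6 for the numbers 1, 2 and 3, with 1 of the paper's genes dropped without every replicate 2. Tdrd12 was the lowest of all genes in both sets, at -0.98 and -0.99, against about -1 in Fig. 5C and about -0.99 in Fig. 5D, read by eye.

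The log2 difference of Spp1 with set 1 is about -0.62 in Fig. 5C, read by eye, and is 0.05 in the libraries labelled set 1. Under the alternatives set before the data were examined, this value lay between -0.14 and 0.27, and all of them differ from the paper's. It is -0.62 for the label set 2. The paper highlights Hook3 in Fig. 5D, for set 2, and not in Fig. 5C, and here its call in the fit with the block is at adjusted p = 6.0e-04 for the label set 1 and at 0.0475 for the label set 2, from limma.

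The log2 difference of Tmem79 with set 2 is about 0.03 in Figure 5-figure supplement 3B, read by eye, and is -0.05 here. Of the alternatives set before the data were examined, library weights and leaving out empty vector replicate 2, empty vector replicate 3 or set 2 replicate 1 give a value that does not differ, and the others do differ. For Rab3gap1 with set 2 the value is about 0.04 in Figure 5-figure supplement 3E, read by eye, and is -0.02 here. Library weights and leaving out empty vector replicate 3, set 2 replicate 1 or set 2 replicate 2 give a value that does not differ, and the other alternatives set before the data were examined do. For Ccnt2 with set 2 the value is about 0.01 in Figure 5-figure supplement 3E, read by eye, and is -0.03 here. Leaving out empty vector replicate 1, empty vector replicate 2 or set 2 replicate 3 gives a value that does not differ, and the other alternatives set before the data were examined do. These 3 genes were at 0.03, 0.03 and 0.01 for the label set 1, near the figures' readings for set 2. As for Spp1, an exchange of the set numbers between labels and figures may account for these differences. All 3 differences for set 2 are within the spread between replicates and have opposite signs.

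The legend of Figure 5-figure supplement 1B states that no sgRNA is predicted to target an exon. The GENCODE M21 transcripts held exact matches next to an NGG motif. Those of protein-coding genes were in Tyms (sgRNA 5), Olfr147 (sgRNA 1) and Olfr1328 (sgRNA 2). The others were in Gm43062 (sgRNA 2), A630035G10Rik (sgRNA 4) and Gm45413, which are not annotated as protein-coding. Whether any match lies in coding sequence was not tested. The paper names no annotation for the legend's statement, so these matches do not show it to be wrong for the annotation used there. Tyms was at -0.06 for the label set 1 and -0.08 for the label set 2, and did not pass the threshold.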

Other observations

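The tests of the lists between the sgRNA sets were chosen after the results were seen, and the lists themselves were fixed before. Genes of glycolysis and hypoxia, which include targets of the oxygen-sensing pathway, were lower in the libraries labelled set 1 than with the empty vector: 22 of 26 members were below 0 (camera, adjusted p = 4.4e-07, and adjusted p = 0.371 with an estimated correlation), and 7 fell when adjusted over the list alone with the replicate block, against 0 over all genes. The prolyl hydroxylase gene Egln3 was at -0.57 (SE 0.14 with the block), Ndrg1 at -0.52 (SE 0.11), the mitophagy receptor gene Bnip3 at -0.48 (SE 0.12) and Ero1l at -0.46 (SE 0.12). Genes of sterol synthesis were lower in the same libraries, with 18 of 20 members below 0 (camera, adjusted p = 8.2e-06, and adjusted p = 0.374 with an estimated correlation), and 13 fell and 1 rose when adjusted over the list alone with the block, against 0 over all genes. Sqle, which encodes squalene epoxidase, was at -0.36 (SE 0.07), Sc4mol at -0.36 (SE 0.09), Cyp51 at -0.28 (SE 0.07) and Dhcr24 at 0.14 (SE 0.05). The lower values of both lists' genes named here came from replicates 2 and 3, at 0.415 to 0.752 times the empty vector of the same number. Replicate 1 was at 1.13 times for Egln3, 1.08 for Bnip3, 1.06 for Ero1l, 0.964 for Ndrg1, 1.00 for Sc4mol, 0.963 for Cyp51 and 0.937 for Sqle. With each library left out in turn, adjusted p reached 0.0338 for glycolysis and hypoxia and 0.0714 for sterol synthesis. For the label set 2, 17 of 26 genes of glycolysis and hypoxia (adjusted p = 0.114) and 14 of 20 of sterol synthesis (adjusted p = 0.364) were below 0.

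Replication-dependent histones had 30 of 32 members below 0 for the label set 1 (camera, adjusted p = 3.7e-10, and adjusted p = 0.371 with an estimated correlation) and 3 of 32 for the label set 2 (adjusted p = 9.7e-06, and adjusted p = 0.934 with an estimated correlation). With the block and adjusted over the list alone, 10 fell for the label set 1 and 3 rose for the label set 2, with 0 over all genes. With a library left out, adjusted p reached 0.368 for the label set 1 and 0.595 for the label set 2. Genes of primed pluripotency, the state after implantation, had 4 of 14 members below 0 for the label set 1 (adjusted p = 0.0219, up to 0.285 with a library left out, and 0.371 with an estimated correlation) and 4 of 14 for the label set 2 (adjusted p = 0.387). Dnmt3b was at 0.25 (SE 0.07), Sall2 at 0.25 (SE 0.08) and Otx2 at -0.23 (SE 0.09) for the label set 1, where 4 rose and 1 fell when adjusted over the list alone with the block. With all 9 libraries, immediate early genes were called for the label set 1 with the block and not without it (adjusted p = 9.6e-04 and 0.0619, the latter down to 4.0e-04 with a library left out, and 0.586 with the block and an estimated correlation), with Egr1 at -0.59 (SE 0.13) and Jun at -0.39 (SE 0.12). Genes of p53 and DNA damage (adjusted p = 0.0295 with the block, 0.0828 without it, down to 0.0165 with a library left out, and 0.586 with the block and an estimated correlation) and transposable element repressors (0.0176, 0.105, down to 5.8e-04, and 0.858) behaved likewise for this label, with medians of 0.058 and 0.042.

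Camera called none of the other lists in either set against the empty vector. The adjusted p for the label set 1 and the label set 2 was 0.694 and 0.646 for naive and core pluripotency, 0.694 and 0.831 for the cell cycle, 0.203 and 0.447 for ribosomal proteins, 0.694 and 0.71 for interferon and RNA sensing, 0.823 and 0.831 for heat shock and ER stress, 0.592 and 0.831 for 2-cell-like genes, and 0.0743 and 0.959 for the germline and piRNA pathway. Markers of other cell types gave 0.694 and 0.561 for trophoblast, 0.823 and 0.963 for mesoderm, 0.903 and 0.561 for neuroectoderm, 0.504 and 0.423 for primitive endoderm, and 0.959 and 0.447 for fibroblasts. The sign of the median and that of camera's direction differed for neuroectoderm in set 1 and for the cell cycle, mesoderm and p53 lists in set 2. For fibroblast markers in set 1 and transposable element repressors in set 2 the mean differed in sign from camera's direction. Leaving out single libraries could end or start such calls, as the lowest adjusted p for 2-cell-like genes was 3e-06 for the label set 1. Zscan4b, of the 2-cell-like list, was at -0.20 (SE 0.08) and -0.16 (SE 0.08), and Duxbl, a copy of the gene family that also holds Gm10394, at -0.52 (SE 0.11) and -0.30 (SE 0.11), with no call over all genes.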
